# CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline

**DOI:** 10.1038/s44321-026-00385-w

**Published:** 2026-02-23

**Authors:** Franziska Müller, Eilidh McLachlan, Ana Catarina Costa, Jia Qu, Bishal Shrestha, Zheng Wang, Francesco De Virgiliis, Thomas Haynes Hutson, Luming Zhou, Guiping Kong, Jessica S Chadwick, Paolo La Montanara, Zhulin Yuan, Nejc Haberman, Monica M Sousa, Ilaria Palmisano, Simone Di Giovanni

**Keywords:** Neuronal Maturation, Cited2, Axonal Regeneration, Spinal Cord Injury, Transcription, Neuroscience

## Abstract

Neuronal maturation involves a tightly regulated cessation of growth and acquisition of polarity, ultimately leading to synapse formation. While essential for circuit stability, maturation marks the loss of regenerative capacity after central nervous system (CNS) injury. The molecular programs coupling maturation to regenerative decline remain incompletely understood. Here, we show that the transcriptional and epigenetic signatures enabling axon growth in dorsal root ganglion (DRG) neurons are lost as they transition from immature, non-polarized cells to mature, pseudo-unipolar neurons. We identify the transcriptional co-regulator CITED2 as a key epigenetic switch, active in immature and regenerating DRG neurons but silent after non-regenerative spinal cord injury (SCI). Cited2 overexpression reactivates growth programs, enhancing regeneration in vivo after SCI. Mechanistically, CITED2 reinstates developmental epigenetic and transcriptional profiles, decoupling maturation from regenerative failure. Pharmacogenomic screening identified CITED2 as a target of the clinically approved HDAC inhibitor Panobinostat, which promoted axonal growth, sprouting, and functional recovery post-injury. These findings position CITED2 as a key regulator of sensory neuron plasticity and a novel therapeutic target for CNS repair.

## Synopsis

The genetic and pharmacological manipulation of Cited2 and chromatin accessibility reprogrammes neurons towards a growth-competent immature state, enabling regeneration and neurological improvement after spinal cord injury.

- The maturation of DRG sensory neurons can be reversed by overexpressing the transcriptional cofactor Cited2.
- Cited2 enables a growth-permissive chromatin environment in adult mature DRG sensory neurons.
- Targeting Cited2 with the clinically approved HDAC inhibitor Panobinostat promotes axon growth and neurological recovery after spinal cord injury.

## Abstract (web summary)

The genetic and pharmacological manipulation of Cited2 and chromatin accessibility reprogrammes neurons towards a growth-competent immature state, enabling regeneration and neurological improvement after spinal cord injury.

The paper explained **Problem**

Spinal cord injury is a neurological condition characterized by permanent impairment in neurological function, causing long-term disability. Current treatments rely mainly on neurorehabilitation and neurostimulation, that at best lead to partial clinical improvement in incomplete lesions. There is an urgent need for alternative strategies that restore the regenerative potential of the injured spinal cord.

**Results**

We show that manipulation of Cited2 can reprogram sensory neurons towards an immature state and enable regeneration in a mouse model of spinal cord injury. The use of Cited2 targeting HDAC inhibitor Panobinostat promotes sensory and motor neuron growth and sprouting as well as functional recovery after spinal cord injury.

**Impact**

Our findings identify a novel possible therapeutic use for clinically established Panobinostat in spinal cord injury. By inhibiting histone deacetylases, repurposing this drug offers a realistic route toward clinical translation, with the potential to improve outcomes for patients with spinal cord injuries.

## Introduction

The decline in regenerative potential during neuronal maturation is driven by coordinated changes in gene expression and chromatin architecture. Previous studies have shown that this transition involves widespread epigenetic remodeling, including alterations in chromatin accessibility, histone acetylation, and 3D genome organization (Gallegos et al, 2018; Ciceri et al, 2024; Luo et al, 2021). In particular, growth-associated genes are progressively repressed via chromatin compaction and rewiring of chromatin loops to favor gene programs required for polarization, synaptogenesis, and functional maturation (Palmisano et al, 2019; Palmisano et al, 2024; Rahman et al, 2023; Venkatesh et al, 2016).

Despite these insights, key questions remain unresolved: (1) Does the epigenetic silencing of axon growth potential occur progressively across neuronal maturation, or is it executed as a discrete, switch-like transition at defined developmental stages? (2) What regulators orchestrate this transition? (3) Can these regulators be manipulated to restore growth in mature neurons?

The dorsal root ganglion (DRG) sensory system offers an ideal model to address these questions. DRG neurons undergo a well-defined maturation process, transitioning from a spindle-shaped bipolar morphology to a polarized pseudo-unipolar structure between embryonic days E12.5 and E17.5. This transition is marked by dramatic cytoskeletal and transcriptional reprogramming that culminates in the cessation of axon growth and the onset of synapse formation (Takahashi and Ninomiya, 1987; Barber and Vaughn, 1986; Prasad and Weiner, 2011; Nascimento et al, 2018; Tedeschi et al, 2016) Importantly, this developmental process can be recapitulated in vitro (Nascimento et al, 2022).

DRG neurons display a unique regenerative dichotomy: peripheral sciatic nerve injury triggers robust regenerative programs, while central spinal cord injury (SCI) does not. Our previous work demonstrated that this divergence is underpinned by distinct epigenetic landscapes. Using machine learning to integrate RNA-seq and chromatin profiling after peripheral versus central lesions, we identified gene expression and histone acetylation patterns predictive of regenerative capacity (Palmisano et al, 2019). Regenerative injury selectively enhances chromatin accessibility and recruits developmental transcriptional regulators. More recently, we found that it also remodels 3D genome organization in DRG neurons, extending chromatin loops that link distal enhancers to pro-growth gene promoters (Palmisano et al, 2024).

Here, we compared regenerative gene expression, epigenetic, and chromatin architecture profiles after injury with gene expression signatures associated with DRG maturation. This revealed CITED2 (Cbp/P300-interacting transactivator with Glu/Asp-rich carboxy-terminal domain 2) as a key transcriptional cofactor selectively highly expressed in non-polarized immature DRG neurons and reactivated following regenerative sciatic injury, which, however, remains unchanged after SCI. Cited2 overexpression in cultured DRG neurons reinitiated a growth-competent state, while Cited2 knockdown suppressed regenerative growth. In vivo, AAV-mediated overexpression of CITED2 in adult DRG neurons enhanced axon regeneration after SCI. Mechanistically, RNA-seq and ATAC-seq profiling showed that CITED2 restored a transcriptional and epigenetic state akin to early developmental stages, marked by chromatin decompaction, histone acetylation, and accessibility of regeneration-associated gene loci.

Together, our findings identify a critical developmental window, between E12.5 and E17.5, during which sensory neurons transition from a growth-competent to a polarized, post-mitotic state; importantly, this process is reversible. CITED2 acts as a molecular switch capable of reprogramming mature neurons into a regenerative mode by reinstating chromatin plasticity and developmental gene expression programs.

These results uncover a reversible epigenetic brake on axon growth and point to CITED2 as a therapeutic target to restore regenerative capacity in the injured adult nervous system. Furthermore, targeting Cited2 expression by using the clinically approved small-molecule HDAC-inhibitor Panobinostat after SCI promoted neuronal growth, sprouting, and functional recovery.

## Results

### The transition from an immature non-polarized to a mature polarized stage marks the loss of gene expression signatures associated with the regenerative growth competence of DRG neurons

We first investigated whether the regenerative growth competence of adult mouse DRG neurons is associated with gene expression signatures specific of immature non-polarized DRG neurons, which are lost during neuronal maturation (Fig. 1A). To this end, we examined the association between differential gene expression profiles after a regenerative competent sciatic nerve axotomy (SNA) or regenerative incompetent spinal cord dorsal column axotomy (DCA) with sequential stages of neuronal maturation (E12.5: neuronal growth, E14.5: intermediate, E17.5: synapse formation) during embryonic development (Dataset EV1) by using previously published mouse DRG RNA-seq datasets (Data ref: Southard-Smith, et al, 2014; Tedeschi et al, 2016; Data ref: Tedeschi et al, 2016; Palmisano et al, 2019; Data ref: Hervera et al, 2018) Strikingly, this analysis revealed a significant association between differential gene expression profiles represented during the transition between E12.5 and E17.5 and the regenerative competent SNA versus sham (Fig. 1B). A less significant association was also observed between the regenerative SNA versus sham and the transition between E14.5 and E17.5 (Fig. 1B). No significant relationship was identified between neuronal maturation and regenerative incompetence (DCA vs laminectomy, LAM) or between E12.5 versus E14.5 and SNA versus sham (Fig. 1B). Specifically, we found that 190 upregulated and 205 downregulated genes were shared between the developmental stage E12.5 and a regenerative competent SNA versus sham (Fig. 1C,D; Dataset EV2). Highly ranked biological functional classes of upregulated genes included regulation of transcription, cell cycle, apoptosis, and phosphorylation; while among the downregulated genes, terms included ion and membrane transport, and synaptic regulation (Fig. 1E; Dataset EV2).

**Figure 1:**
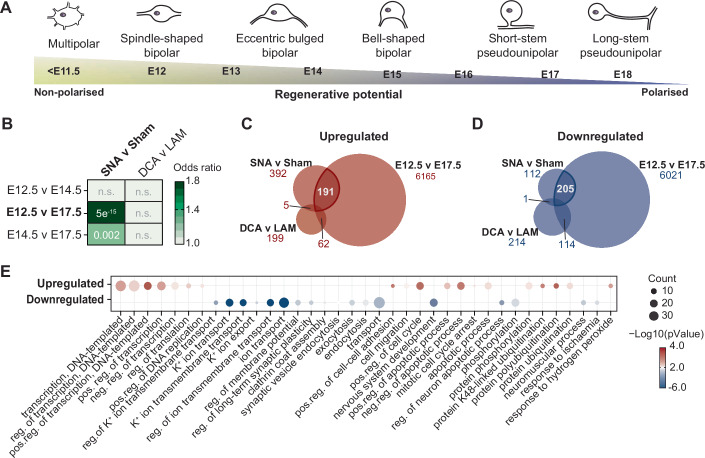
The developmental transition from an immature non-polarized to a mature polarized state in DRG neurons marks the loss of gene expression signatures associated with growth competence. (**A**) Schematic describing the transition from an immature non-polarized to a mature pseudo-unipolar phenotype during DRG neuronal maturation and the hypothetical association with growth ability underpinning the regenerative potential. (**B**) Odds ratio and Fisher’s exact test of differentially expressed genes (FDR <0.05) from RNA-seq datasets comparing the regenerative injury (SNA v sham) or non-regenerative injury (DCA v LAM) to developmental timepoints, reflecting a progressively declining neuronal growth ability (E12.5 > E14.5 > E17.5). Color represents correlation (odds ratio) while numbers represent significance (Fisher’s exact test). (**C**, **D**) Upregulated and downregulated genes shared between SNA v sham, E12.5 v E17.5, and DCA v LAM. (**E**) Gene ontology (GO) and KEGG analysis of shared upregulated and downregulated genes between SNA v sham and E12.5 v E17.5. *P* values are calculated using a modified Fisher’s exact test as described in DAVID (Huang et al, 2009). Source data are available online for this figure.

This analysis suggests that the loss of regenerative growth potential might be marked by the transition of DRG neurons to a polarized morphology.

### Cited2 expression is induced by a regenerative competent peripheral nerve injury and supports axon growth of DRG neurons, including after SCI

Gene expression dynamics during development are accompanied by coordinated changes in epigenetic signatures that ensure proper activation of developmental programs (Ciceri et al, 2024; Joseph et al, 2021; Luo et al, 2021; Ding et al, 2016). We recently demonstrated that epigenetic landscapes and chromatin accessibility, including those at developmentally regulated loci, can predict the regenerative growth potential of sensory DRG neurons following injury (Palmisano et al, 2019). To identify key epigenetic regulators driving the transition from immature, non-polarized neurons to mature, polarized states potentially underlying the decline in regenerative capacity, we examined genes shared between E12.5 versus E17.5 developmental stages and SNA versus sham conditions. We analysed their transcriptional and epigenetic profiles after a regenerative peripheral injury using previously published datasets from whole DRG and DRG neuronal nuclei (Data ref: Southard-Smith et al, 2014; Tedeschi et al, 2016; Data ref: Tedeschi et al, 2016; Palmisano et al, 2019; Palmisano et al, 2024; Data ref: Palmisano et al, 2024; Data ref: Hervera et al, 2018). Specifically, we integrated differential gene expression (RNA), chromatin accessibility (ATAC), histone acetylation (H3k9ac and/or H3k27ac), and their localization within cohesin-dependent topologically associated domains, which we recently identified as essential for successful axon regeneration (Palmisano et al, 2024) (Fig. 2A).

**Figure 2:**
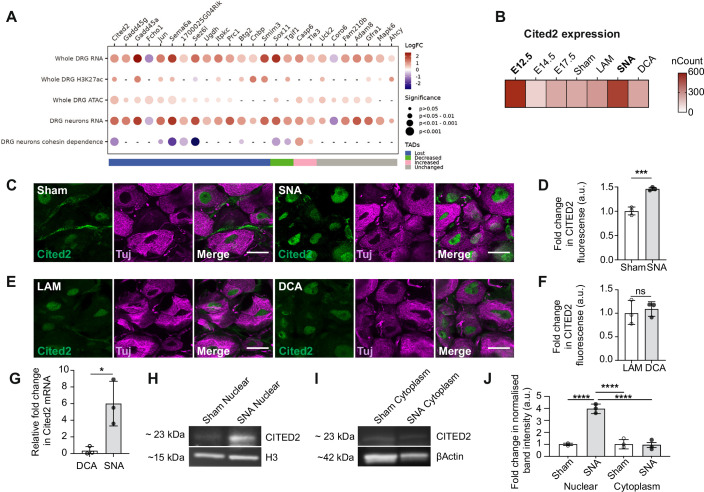
Cited2 is identified as a key factor involved in the transition from E12.5 to E17.5 during neuronal maturation and is induced after regenerative injury. (**A**) Dot plot of upregulated and downregulated genes in DRG and DRG neurons after SNA v sham and during developmental transition from E12.5 v E17.5, showing changes in chromatin accessibility (ATAC), histone H3k27 acetylation (H3K27ac) at the promoter and/or gene body and that rely on cohesin-dependent topologically associated domains (TADs). Dot size indicates significance, color indicates Log Fold Change. (**B**) Normalized transcript per million (TPM) counts for Cited2 across different stages of DRG development and injury conditions. (**C**, **D**) CITED2 immunostaining (green) in DRG neurons (beta 3 tubulin; TUJ) 24 h after SNA or sham injury with quantification of fold change (*t*-test, *p* = 0.0003, *n* = 3 independent biological replicates, DRG neurons analysed throughout the thickness of the sciatic DRG). (**E**, **F**) CITED2 immunostaining (green) in DRG neurons (TUJ) 24 h after DCA or LAM injury with quantification of fold change (*t*-test, *p* = 0.7044, *n* = 3 independent biological replicates, DRG neurons analysed throughout the thickness of the sciatic DRG). (**G**) Fold change in Cited2 mRNA expression normalized to beta-actin, assessed by qPCR analysis from sciatic DRGs 24 h after SNA v sham or DCA v LAM injuries (*t*-test, *p* = 0.0229, *n* = 3 independent biological replicates). (**H**–**J**) Western blot analysis from nuclear and cytoplasmic lysates, extracted from sciatic DRG dissected 24 h after sham or SNA. Nuclear and cytoplasmic band intensity normalized against H3 and beta-actin, respectively (*p* = 3.007 × 10^−6^, by one-way ANOVA with Tukey’s post hoc test, *n* = 3 independent biological replicates). All scale bars: 50 µm. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns = not significant. All error bars shown as standard deviation (SD). Source data are available online for this figure.

This integrative analysis identified CITED2 (Cbp/P300-interacting transactivator with Glu/Asp-rich carboxy-terminal domain 2) (Bhattacharya et al, 1999), a transcriptional co-activator and key developmental regulator, as a prime epigenetic candidate. CITED2 exhibited a coordinated upregulation of gene expression, enhanced chromatin accessibility, increased H3 acetylation, and dependence on cohesin-mediated 3D chromatin architecture (Fig. 2A). Notably, Cited2 mRNA levels peaked both at the immature, non-polarized E12.5 stage and after regenerative conditioning following SNA (Fig. 2B).

Next, we aimed to attest whether Cited2 expression was indeed selectively induced by SNA. Immunofluorescence (Fig. 2C–F), RT-qPCR (Fig. 2G), and immunoblotting (Fig. 2H–J) confirmed that Cited2 was significantly upregulated at the mRNA and protein level in DRG neurons after a regenerative competent SNA but not after a regenerative incompetent DCA.

To determine if Cited2 was required and sufficient for regenerative growth of DRG neurons, both loss and gain of function experiments were performed *in culture*. Briefly, cultured adult DRG neurons were electroporated with GFP and CRISPR-Cas9 Cited2 double nickase to knock down Cited2, or GFP and CRISPR-Cas9 double nickase control plasmids. Quantification of mean neurite outgrowth revealed that Cited2 knockdown, which reduced Cited2 expression (Fig. EV1A), significantly impaired neurite outgrowth with respect to control-transfected cells (Fig. 3A,B). Adult DRG neurons were electroporated with either control GFP or Cited2-GFP expressing plasmids to overexpress Cited2 and cultured on growth-permissive (Poly-D-lysine and laminin) or inhibitory (myelin) substrates. GFP control or Cited2 plasmid overexpression was confirmed using immunofluorescence (Fig. 3C,D) and immunoblotting (Fig. 3E,F). A significant increase in average neurite length on both permissive (Fig. 3G,H) and inhibitory (Fig. 3I,J) substrates was found in Cited2 overexpressing neurons.

**Figure 3:**
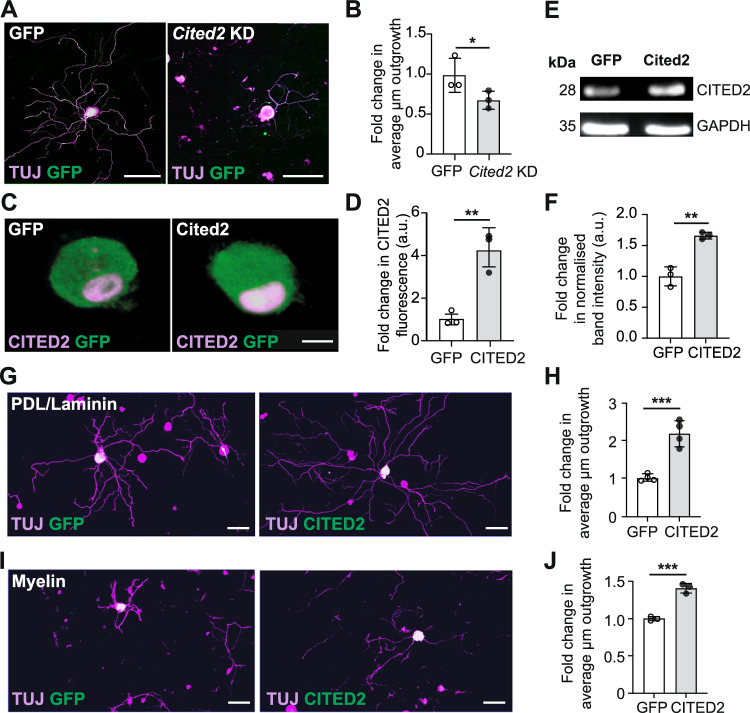
Cited2 regulates DRG neuronal outgrowth. (**A**, **B**) Neurite outgrowth following knockdown of Cited2 in DRG neurons (TUJ, magenta. GFP marks transfected cells) with quantification of fold change in average neurite outgrowth (*t*-test, *p* = 0.0432, *n* = 3 independent biological replicates, at least 50 cells per replicate analysed). Scale bar: 100 µm. (**C**, **D**) CITED2 overexpression (magenta) in GFP^+^ DRG neurons (green), after electroporation with GFP or Cited2-GFP plasmids (*t*-test, *p* = 0.0042, *n* = 3 independent biological replicates, at least 50 cells per replicate analysed). Scale bar: 10 µm. (**E**, **F**) Immunoblotting after CITED2 overexpression in F11 cell lysates. Band intensity normalized against GAPDH (*t*-test, *p* = 0.0022, *n* = 3 independent biological replicates). (**G**–**J**) DRG neurite outgrowth (TUJ, magenta) after electroporation with GFP control or Cited2-GFP plasmids (green) on growth permissive (PDL/laminin) or inhibitory (myelin) substrates with quantification of the fold change in average neurite outgrowth (*t*-test, **H**: *p* = 0.0005, **J**: *p* = 0.0006, *n* = 3 and 4 independent biological replicates, at least 50 cells per replicate analysed). Scale bar: 100 µm. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns not significant. All error bars shown as standard deviation (SD). Source data are available online for this figure.

Finally, we overexpressed either control AAV-GFP or AAV-Cited2-GFP in DRG neurons in vivo in mice. Cited2 overexpression was first confirmed in DRG cultured neurons by immunoblotting (Fig. EV1B,C) and immunofluorescence (Fig. EV1D,E). Next, the AAV vectors were injected into the sciatic nerve bilaterally, 4 weeks prior to a T9 spinal cord DCA (Fig. 4A). At 6 weeks post-injury, we found a significant increase in sensory axon growth into and past the lesion site in mice overexpressing Cited2 (Figs. 4B,C and EV2). Both a significant increase in axon growth rostral to the lesion site and a significant reduction in axon retraction were observed following Cited2 overexpression in comparison to the GFP control group (Fig. 4D). As expected, AAV-mediated Cited2 overexpression resulted in a significant increase in Cited2 expression in DRG neurons 6 weeks post-SCI (Fig. 4E, F). Cited2 overexpression also increased EP300 and active CBP (acetylated CBP; acCBP) expression (Appendix Fig. S1A–D) and augmented the acetylation of H3K9 and H3K27 (Appendix Fig. S1E–H), which are associated with an increased regenerative state. We also determined that AAV-Cited2-GFP overexpression did not affect the lesion size or GFAP expression within the injury area compared to the AAV-GFP control (Appendix Fig. S2A–C).

**Figure 4:**
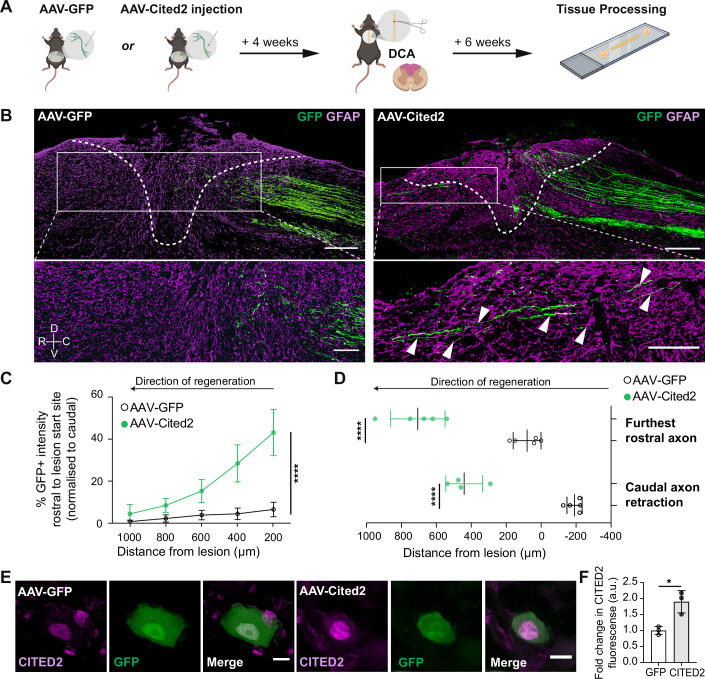
AAV-mediated overexpression of CITED2 promotes axonal growth after SCI. (**A**) Experimental design (made with BioRender). (**B**) Representative micrographs of AAV-GFP or AAV-Cited2-GFP overexpression (green, white arrows) six weeks after SCI. GFAP (magenta) was used to determine the lesion site (white dotted line). Scale bar: large image 200 µm, zoomed image 100 µm. (**C**) Percentage GFP intensity rostral to the lesion border in AAV-GFP or AAV-Cited2-GFP overexpressing mice after SCI. Fluorescence intensity rostral to the lesion border was normalized to GFP intensity caudal to the lesion site. Two-way ANOVA with Sidak post hoc test; *n* = 7 independent biological replicates. Group: f(1) = 187.94, *p* = 1.799 × 10^−21^; Distance: f(4) = 45.16, *p* = 1.282 × 10^−18^; Interaction score: f(4) = 26.44, *p* = 4.128 × 10^−13^. Displayed is the Interaction *p* value. (**D**) Average distance between the lesion border and the furthest rostral (*t*-test, *p* = 4.4519 × 10^−5^) or caudal axons (*t*-test, *p* = 5.3729 × 10^−6^). *n* = 4-5 independent biological replicates. (**E**, **F**) CITED2 immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression (green) six weeks post-SCI (*t*-test, *p* = 0.0139, *n* = 3 independent biological replicates, DRG neurons analysed throughout the thickness of the sciatic DRG. Scale bar: 20 µm). *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns not significant. All error bars shown as standard deviation (SD). Source data are available online for this figure.

Together, these data demonstrate that Cited2 is highly expressed in immature DRG neurons as well as after regenerative SNA. Furthermore, loss- and gain-of-function in cultured DRG neurons and overexpression in vivo show a role for Cited2 in axonal growth of DRG neurons, including after a SCI.

### Cited2 overexpression in DRG neurons promotes gene expression and epigenetic signatures associated with a neuronal immature state after SCI

Changes in gene expression and chromatin accessibility are prominent following a regenerative peripheral injury and are essential for the coordinated control of neuronal development and maturation (Oh et al, 2018; Palmisano et al, 2019; Palmisano et al, 2024; Hilton et al, 2024). Given CITED2 is a transcriptional co-regulator, we next examined the gene expression programs associated with its in vivo overexpression in adult DRG neurons after SCI. To this end, AAV-GFP or AAV-Cited2-GFP was bilaterally injected into the sciatic nerve 4 weeks before a regeneration-incompetent T9 dorsal column axotomy (DCA). Twenty-four hours after injury, L4–L6 DRG were dissected, and dissociated cells were enriched for neurons using a 15% BSA cushion (Fig. EV3A–E)(Chadwick et al, 2025), followed by RNA-seq analysis (Fig. 5A; Dataset EV3).

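Polyadenylated RNA was sequenced from the neuron-enriched L4–L6 DRG preparations of 3 mice injected with AAV-GFP and 3 injected with AAV-Cited2-GFP, with 1 library per mouse. AAV was given 4 weeks before DCA and the DRG were taken 24 h after it. The paper's methods give the age of the mice as 6 to 8 weeks, and the descriptions deposited with the libraries as 8 to 10 weeks. The authors trimmed the read pairs with Trim Galore 0.6.6 and quantified them with Salmon 1.6.0 against GENCODE M25 (GRCm38). They imported the estimates with Tximeta and normalized the reads per gene by the median of ratios in DESeq2. The deposit holds these normalized counts for 54347 genes and TPM, the transcript abundances from Salmon scaled to 1000000 per library, for 140992 transcripts. The normalized counts of a library summed to between 30689484 and 32118172, and they are not whole reads. From the spacing of the lowest values, the estimated depth was 45.4, 32.8 and 31.2 mil read pairs for AAV-GFP replicates 1, 2 and 3, and 25.2, 32.9 and 24.2 mil for AAV-Cited2-GFP replicates 1, 2 and 3. Between 17.4% (AAV-Cited2-GFP replicate 2) and 26.2% (AAV-Cited2-GFP replicate 1) of the low values of a library were whole steps of this spacing, so the depths are rough. The paper states about 60 mil reads per sample, against an estimated mean of 63.9 mil read ends, counting both ends of a pair. Mitochondrially encoded genes held between 0.497% (AAV-GFP replicate 3) and 1.81% (AAV-Cited2-GFP replicate 1) of the normalized counts of a library. Genes with a mean normalized count of at least 10 over the 6 libraries, 15713 in all, were tested on log2(normalized count + 1) with limma, with a trend of variance on mean and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of low genes. A gene passed the test at an adjusted p under 0.1, the FDR the paper states. Gene lists for pathways and cell types were tested with limma's camera at a preset correlation of 0.01, with adjustment over 34 lists and a threshold of 0.05. Those lists were fixed before the deposited values were examined. Dataset EV3 and Dataset EV4, which hold the paper's results from these libraries, had been read by then. A call of a list may therefore be partly built in.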

**Figure 5:**
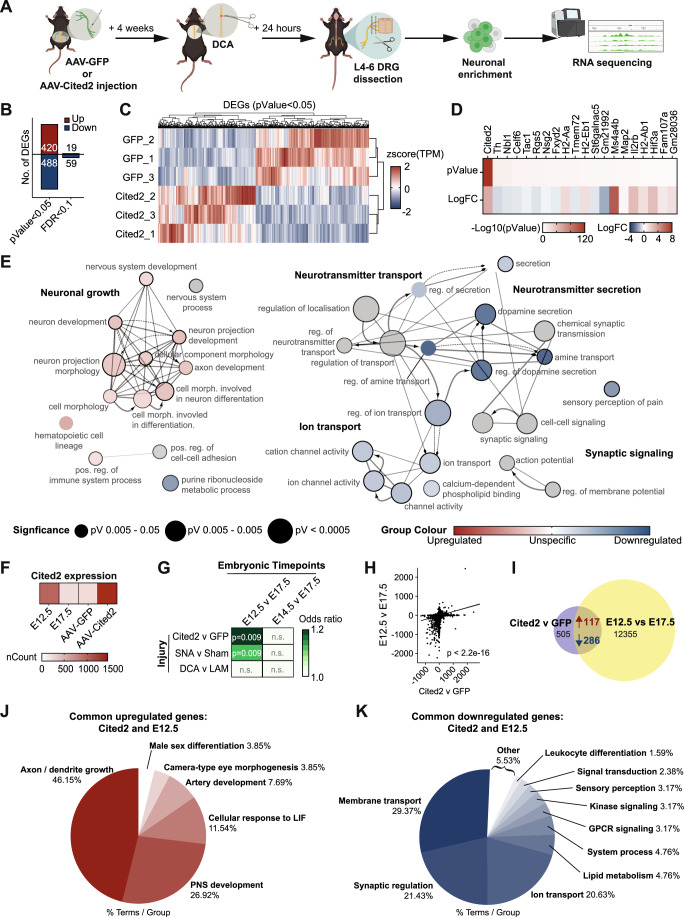
CITED2 overexpression in DRG neurons after SCI promotes gene expression signatures associated with a neuronal growth-competent immature state. (**A**) Experimental design (made with BioRender), *n* = 3 independent biological replicates were input for RNA-seq. (**B**) Number of significantly differentially expressed genes (DEGs). DEGs are identified using DESeq2, where the significance threshold is defined as *p* value <0.05 or FDR <0.1. For all downstream analysis, *p* value threshold was applied. (**C**) Heatmap and hierarchical clustering of DEGs (*p* < 0.05) from AAV-GFP control and AAV-Cited2-GFP samples. (**D**) Top 20 significant DEGs (*p* < 0.05). (**E**) GO and KEGG analysis of differentially expressed upregulated and downregulated genes following Cited2 v GFP overexpression. (**F**) Normalized TPM counts for Cited2 at E12.5 and E17.5 DRG neuron maturation stage and after AAV-GFP or AAV-Cited2-GFP overexpression. (**G**) Odds ratio and Fisher’s exact test between Cited2 v GFP differentially expressed genes and E12.5 v E17.5, E14.5 v E17.5, and DCA v LAM. Color represents correlation (odds ratio) while numbers represent significance (Fisher’s exact test). (**H**) Pearson correlation analysis between E12.5 v E17.5 and Cited2 v GFP (*p* = 2.475 × 10^−7^; *R* = 0.25). (**I**) Number of significantly DEGs shared between Cited2 v GFP and E12.5 v E17.5 datasets. (**J**, **K**) GO and KEGG analysis of shared significantly upregulated and downregulated genes between immature non-polarized neuronal growth stage (E12.5 v E17.5) and following AAV-Cited2-GFP overexpression (Cited2 v GFP). Source data are available online for this figure.

RNA-seq analysis indicated 908 differentially expressed genes (DEGs), of which 420 and 488 were significantly (*p* < 0.05) upregulated or downregulated, respectively (Fig. 5B). 

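Cited2 was the only gene to pass an adjusted p of 0.1 in the test across all genes with limma, which called 1 gene higher and 0 genes lower with AAV-Cited2-GFP. The paper's own test, DESeq2 on counts of the same libraries, lists 77 genes at an FDR under 0.1. All 77 had an unadjusted p under 0.05 here. After Cited2, the next 5 genes by p with limma all had lower normalized counts with AAV-Cited2-GFP than with AAV-GFP. Th, which encodes tyrosine hydroxylase and marks C-fibre low-threshold mechanoreceptors, had 1640 ± 269 normalized counts with AAV-GFP (SD, n = 3 mice) and 819 ± 88.0 with AAV-Cited2-GFP (SD, n = 3). Its log2 fold change was −0.99 (standard error 0.13, adjusted p = 0.314). Nbl1, a secreted BMP antagonist, had a log2 fold change of −0.69 (standard error 0.10), and Celf6, an RNA-binding protein, one of −0.63 (standard error 0.09), both with an adjusted p of 0.314. Tac1, the precursor of substance P, went from 3336 ± 109 to 2458 ± 112 normalized counts (SD, n = 3 each), a log2 fold change of −0.44 (adjusted p = 0.419). Of the other genes listed in Fig. 5D, Nsg2 (−0.37), Fxyd2 (−0.54), Tmem72 (−0.65), St6galnac5 (−0.66), Rgs5 (−0.71) and Gm21992 (−2.10) had log2 fold changes below 0. Map2 (0.42), Fam107a (0.94), H2-Ab1 (1.23), Gm28036 (1.36), H2-Aa (1.50), Il2rb (2.39), Hif3a (2.46) and Ms4a4b (3.63) had log2 fold changes above 0, as did H2-Eb1, which went from 165 ± 44.7 to 437 ± 195 normalized counts (SD, n = 3 each). Their adjusted p lay between 0.472 for Nsg2 and 0.915 for Ms4a4b. The value of Ms4a4b rests on AAV-Cited2-GFP replicates 1 and 2, at 42.8 and 72.5 normalized counts, against 1.42 in replicate 3 and at most 2.30 with AAV-GFP.

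At an unadjusted p under 0.05, 841 genes differed, 350 with higher and 491 with lower normalized counts after Cited2 overexpression, where chance alone gives 786 among the genes tested. The median size of the log2 fold change among these genes was 0.36, and 96 of them had a size of at least 1. The 3 libraries of one group lay entirely above or below the 3 of the other for 1649 genes, 690 of them higher and 959 lower with AAV-Cited2-GFP. Chance gives 10% of the genes tested, or 1571. Without AAV-GFP replicate 1 the number lower at an unadjusted p under 0.05 was 267, and without AAV-Cited2-GFP replicate 3 it was 323.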

Heatmap and hierarchical clustering of DEGs indicated different gene expression clustering between Cited2 overexpression or GFP control samples (Fig. 5C). Additionally, Cited2 was indeed the most significantly upregulated gene in the dataset (Fig. 5D; Dataset EV3). 

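Over all 15713 genes tested, the libraries did not group by vector. Average-linkage clustering on 1 minus the Pearson correlation of log2(normalized count + 1) placed AAV-GFP replicates 1 and 3 with AAV-Cited2-GFP replicate 2 in one cluster and the other 3 libraries in the other. By this measure 4 of the 6 libraries lay in the cluster that held the majority of their own group. No lower number is possible with 3 libraries per group. Pairs of libraries from the same group had a mean correlation across genes of 0.980, and so did pairs from different groups, with a range over all pairs of 0.975 to 0.984. The first principal component held 27.1% of the variance and did not separate the groups. The only component that did was the fourth, with 17.9%. Restricted to the 841 genes with an unadjusted p under 0.05, which were chosen for their difference between the groups, the same clustering placed all 6 libraries with their own group. The genes behind this separation include Th, Tac1, Mrgprx1, a receptor of itch-sensing nociceptors, and Fdps, an enzyme of cholesterol synthesis, with all 3 AAV-Cited2-GFP libraries below all 3 AAV-GFP libraries. They also include Map2, a microtubule-associated protein, and H2-Aa, an MHC class II chain, with all 3 above. No gene in either set other than Cited2 passed an adjusted p of 0.1 (limma).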

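Cited2 rose in every AAV-Cited2-GFP library. The gene (ENSMUSG00000039910) lies on chromosome 10 of GRCm38 from 17723218 to 17725674. Its normalized count was 443 ± 54.2 with AAV-GFP (SD, n = 3 mice) and 5418 ± 1138 with AAV-Cited2-GFP (SD, n = 3), a ratio of 12.2. The 3 AAV-GFP libraries held 389, 497 and 444 normalized counts, and the 3 AAV-Cited2-GFP libraries 6013, 6135 and 4106. The log2 fold change was 3.59 (standard error 0.16, adjusted p = 0.000112 with limma), the smallest p of the 15713 genes tested. All 3 libraries with the Cited2 vector lay above all 3 controls (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). In the table of transcripts, ENSMUST00000038107 held most of the signal, at 18.7 ± 3.04 TPM with AAV-GFP and 232 ± 50.2 TPM with AAV-Cited2-GFP (SD, n = 3 each). ENSMUST00000219558, a longer transcript of 2411 bases, went from 0.0989 ± 0.0561 to 9.46 ± 1.30 TPM (SD, n = 3 each). The files do not separate RNA of the vector from RNA of the endogenous gene. Ep300 and Crebbp, which encode the acetyltransferases p300 and CBP, had log2 fold changes of 0.27 (standard error 0.24, adjusted p = 0.990 with limma) and 0.09 (standard error 0.13, adjusted p = 0.998 with limma), both within the spread between mice.

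**Figure D1:**
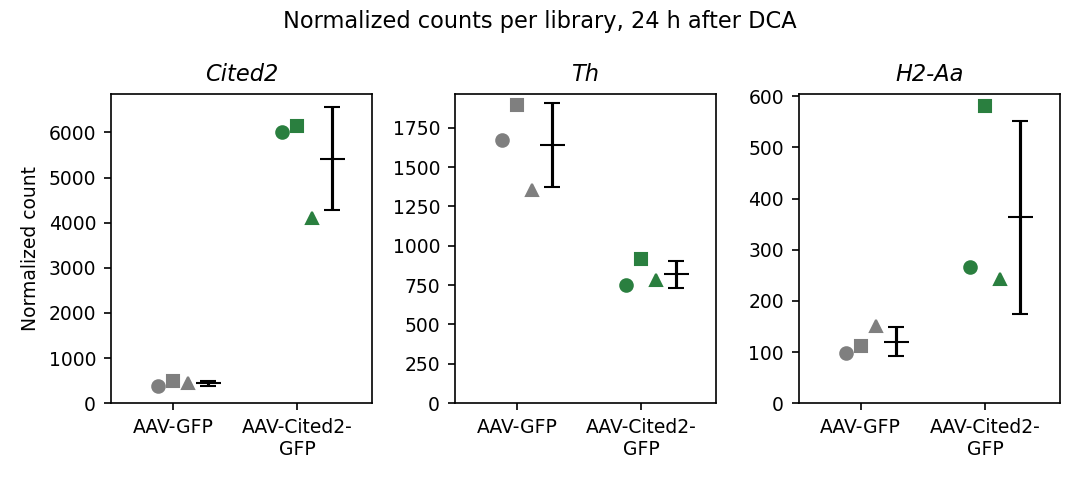
Normalized counts of Cited2, Th and H2-Aa (y axes, linear from 0) in AAV-GFP (grey) and AAV-Cited2-GFP (green) libraries, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD (n = 3 mice). Cited2 lies between 389 and 497 with AAV-GFP and between 4106 and 6135 with AAV-Cited2-GFP, while for H2-Aa AAV-Cited2-GFP replicate 2 stands at 581 against 267 and 243 in the other 2.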

Immunofluorescence also confirmed CITED2, EP300, and acCBP overexpression (Appendix Fig. S3A–F) and an increase in H3K27ac and H3K9ac (Appendix Fig. S3G–J) in DRG neurons twenty-four hours after DCA.

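Genes of axon and neurite growth were called higher as a group with AAV-Cited2-GFP only by camera at the preset correlation. Of 39 tested, 28 had a log2 fold change above 0 and 11 below, with a median of 0.08 (camera, adjusted p = 0.00017, but adjusted p = 0.41 with an estimated correlation). The call ended without AAV-GFP replicate 3 (median 0.03, camera adjusted p = 0.053). None of the 39 passed over all genes tested, and 1, Map2, passed when adjusted over the list alone. Map2 is a gene of Fig. 5D, and 8 of the 39 are in the higher list of Dataset EV4. Both had been read before the list was written, so the pass and the call may be partly built in. Map2, a microtubule-associated protein of neurites, went from 6523 ± 401 to 8757 ± 753 normalized counts (SD, n = 3 each), a log2 fold change of 0.42. Myh10, a non-muscle myosin, and Plxna2, a semaphorin receptor, had log2 fold changes of 0.23 and 0.21. Regeneration-associated genes, a list that includes Atf3, Sox11 and Gap43, did not pass the test: 10 of 27 were above 0 and 17 below, with a median of −0.06 and a mean of 0.03 (adjusted p = 0.43). Their smallest p belonged to Tubb2b (−0.35), Basp1 (−0.21) and Lifr (0.13).

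Voltage-gated and background ion channels did not move one way. Of 51 tested, 28 had a log2 fold change above 0 and 23 below, and when adjusted over the list alone 8 were lower and 4 higher. The median was 0.04, the mean −0.02 and the direction of the test downward (camera, adjusted p = 0.86). Kcnc2, a voltage-gated potassium channel, had a log2 fold change of −0.62, and the sodium channel beta subunits Scn3b and Scn2b had −0.48 and −0.34. The 4 channels higher when adjusted over the list alone, named after their values were seen, were Scn8a (0.28), Scn1a (0.27), Kcna1 (0.25) and Kcna2 (0.24). For 47 genes of synaptic vesicles and transmitter release the median was −0.01 and the mean −0.07 (camera, adjusted p = 0.087). Of these, 9 had an unadjusted p under 0.05 with a lower value and 2 with a higher value, Syt3 (0.28) and Syt2 (0.22), synaptotagmins named after their values were seen. When adjusted over the list alone, 3 were lower and 0 higher. The 3 were Syt9, a calcium sensor of vesicle release (log2 fold change −0.43), Slc17a8, a vesicular glutamate transporter (−0.87), and Syt5, another synaptotagmin (−0.47). No member of these lists passed an adjusted p of 0.1 over all genes tested (limma). As the lists were written after the paper's results from these libraries had been read, passes adjusted over a list alone may be partly built in.

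The lists were written after the paper's results from these libraries had been read, so the list calls that follow may be partly built in. In the same libraries, markers of non-peptidergic nociceptors fell as a group (median −0.42, camera, adjusted p = 2.5e-14, but adjusted p = 0.41 with an estimated correlation). Of these 24 markers, 15 are in the lower list of Dataset EV4. Genes of MHC class II rose (median 1.23, camera, adjusted p = 6.9e-08, but adjusted p = 0.41 with an estimated correlation). Markers of T and NK cells (median 1.247), macrophage markers (0.44) and genes of the interferon response (0.27) rose with them (camera, adjusted p = 0.000136, 0.0188 and 7.8e-06, but adjusted p = 0.79 for each with an estimated correlation), and none of these 3 calls held without AAV-Cited2-GFP replicate 2 (medians 0.78, −0.06 and 0.12). The mean MHC class II score of that replicate was 1.23, against 0.29 and 0.08 in replicates 1 and 3. The T and NK score of AAV-Cited2-GFP replicate 3 (−0.80) lay below those of all AAV-GFP libraries (−0.74 to −0.53). Of 30 T and NK genes, 13 were high enough to test. The macrophage score of AAV-Cited2-GFP replicate 1 (−0.71) was the lowest of any library. No list passed with an estimated correlation or with fry, limma's rotation test. At the preset correlation camera called 15 lists here, and between 8 and 16 when the libraries were split into 3 and 3 in other ways. Without AAV-GFP replicate 3 the median of the axon and neurite growth list was 0.03 (adjusted p = 0.053), and that of the regeneration-associated genes was −0.19 (adjusted p = 0.00199), and the synaptic vesicle list was called lower without AAV-GFP replicate 1 (adjusted p = 0.0192) or AAV-Cited2-GFP replicate 3 (adjusted p = 0.00594), after quantile normalization (adjusted p = 0.0377) and with a correction for transcript length and GC content chosen after seeing the data (adjusted p = 0.0344).

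**Figure D2:**
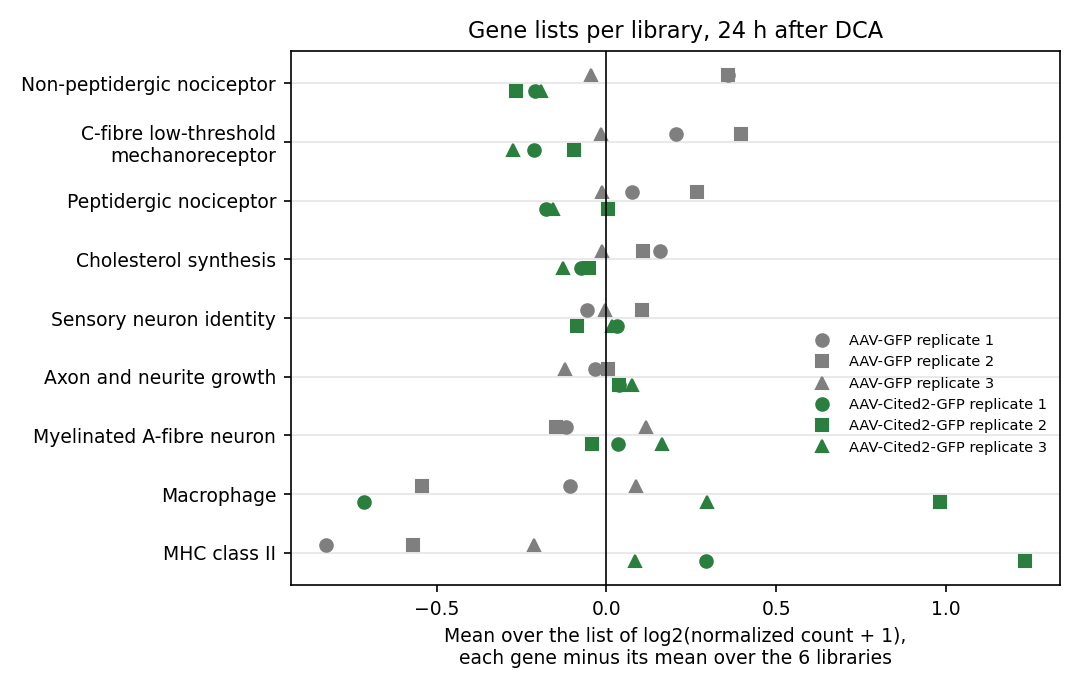
Mean over each gene list of log2(normalized count + 1), each gene taken relative to its mean over the 6 libraries (x axis), for AAV-GFP (grey) and AAV-Cited2-GFP (green) libraries, with circles, squares and triangles for replicates 1, 2 and 3. For non-peptidergic nociceptor markers the AAV-Cited2-GFP libraries lie between −0.27 and −0.19, below AAV-GFP replicate 3 at −0.04, and for axon and neurite growth they lie between 0.04 and 0.08.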

Following Cited2 overexpression, Gene Ontology (GO) and KEGG pathway analysis revealed that upregulated genes were significantly associated with neuronal growth, including terms such as neuron development, nervous system process, neuron projection development, and cell morphology, while downregulated genes were associated with terms including ion and neurotransmitter transport, neurotransmitter secretion, and synaptic signaling (Fig. 5E; Dataset EV3).

To further examine whether Cited2 overexpression indeed activates developmentally regulated genes and signaling pathways, we examined the relationship between Cited2 overexpression and the E12.5 immature non-polarized neuronal state. Normalized Cited2 expression levels mimicked those observed at E12.5 (Fig. 5F). 

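Summed over its transcripts, Cited2 had 19.9 ± 2.48 TPM with AAV-GFP (SD, n = 3 mice) and 242 ± 51.5 TPM with AAV-Cited2-GFP (SD, n = 3), a log2 ratio of the means of 3.60. The source data of Fig. 5F give the paper's own values, which the legend calls normalized TPM counts: 295 ± 35.6 with AAV-GFP and 3592 ± 709 with AAV-Cited2-GFP, 1139 ± 196 at E12.5 and 273 ± 28.8 at E17.5 (SD, n = 3 each). Library by library, the deposited normalized counts were between 1.48 and 1.53 times the paper's values, and Cited2 over GFP was 12.2-fold on both scales. Embryonic libraries were not analysed here, so the difference between the embryonic stages and the AAV groups was not tested.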

Strikingly, Cited2 overexpression in DRG neurons post-SCI (Cited2 versus GFP) was significantly associated with the E12.5 immature non-polarized neuronal state (E12.5 versus E17.5) (Fig. 5G,H) and showed a stronger correlation to E12.5 compared to the regenerative sciatic nerve injury (SNA versus sham and E12.5 versus E17.5) (Fig. 5G), suggesting Cited2 overexpression may promote similar signaling pathways as observed at E12.5. No significant correlation was found between Cited2 versus GFP and E14.5 versus E17.5 (Fig. 5G).

Examining genes shared between Cited2 overexpression and the E12.5 immature non-polarized neuronal state indicated 117 upregulated and 286 downregulated common genes (Fig. 5I; Dataset EV4). 

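The genes of both lists moved in their listed direction in these libraries, which is how they had been selected, so this is not independent evidence of their direction. Of the 116 higher genes that the available copy of Dataset EV4 names, 111 were tested, all with a log2 fold change above 0 and with a median of 0.36. At an unadjusted p under 0.05 there were 99. Of the 285 lower genes, all were tested and all lay below 0, with a median of −0.34. There were 256 at an unadjusted p under 0.05. Both lists had been selected at that threshold on these libraries with the paper's test, so neither count is a test. The paper's own test lists 77 genes at an FDR under 0.1, among them Th and Nbl1 of the lower list. How many of the 77 are in Dataset EV4 was not counted. Over all genes tested here, Cited2 was the only member of the higher list and no member of the lower list passed an adjusted p of 0.1 (limma). After Cited2, the smallest p in the higher list belonged to Map2, Adgrl2 (log2 fold change 0.31), Adgrb2 (0.44) and Ttc21b (0.36). Adgrl2 and Adgrb2 are adhesion receptors and Ttc21b a protein of the primary cilium. In the lower list they were Th, Nbl1, Celf6, Tac1 and Nsg2, which encodes a vesicle protein of neurons. The lists of Dataset EV2, shared between E12.5 v E17.5 and SNA v sham, were not selected on these libraries. Of its higher list, 125 of 190 genes tested lay below 0, and of its lower list 135 of 205 lay above 0. Neither of these 2 lists passed camera with an estimated correlation (adjusted p = 0.79 and 0.92).

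Cbx5, the heterochromatin protein HP1α, and Hoxd3, a homeobox factor, are both in the higher list of Dataset EV4. Cbx5 (ENSMUSG00000009575, chromosome 15 of GRCm38, 103191544 to 103239816) went from 2801 ± 82.3 to 3149 ± 134 normalized counts (SD, n = 3 each), a log2 fold change of 0.17 (standard error 0.07, adjusted p = 0.915 with limma). Hoxd3 (ENSMUSG00000079277, chromosome 2, 74711927 to 74748442) went from 45.0 ± 12.8 to 83.1 ± 12.6 (SD, n = 3 each), a log2 fold change of 0.89 (standard error 0.26, adjusted p = 0.884 with limma). For each of them all 3 AAV-Cited2-GFP libraries lay above all 3 AAV-GFP libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). As a group, 31 chromatin regulators did not pass the test (median 0.03, camera, adjusted p = 0.43). From the association of the Cited2 changes with the E12.5 state (Fig. 5G,H), the paper proposes that Cited2 overexpression may promote signaling pathways similar to those at E12.5.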

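The gene lists were fixed before the deposited values were examined. The paper's results from these libraries, among them Dataset EV4, had been read by then. Overlaps of the gene lists with Dataset EV4 may therefore be partly built in, and were not tested. The 111 tested genes of the higher Dataset EV4 list, among 15713 tested in all, included 8 of 39 genes of axon and neurite growth. Their log2 fold changes lay between 0.22 and 0.61, with Vangl2, a planar polarity protein named after its value was seen, the highest. The list also held 3 of 31 chromatin regulators, Arid5b (0.41), Smchd1 (0.30) and Cbx5. Of 29 Hox genes it held Hoxd3 alone.

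The lower list, with 285 of the 15713 genes tested, included 9 of 51 ion channels, with log2 fold changes between −0.62 (Kcnc2) and −0.25. It also included 10 of 47 genes of synaptic vesicles and transmitter release, between −0.87 (Slc17a8) and −0.20. It held 15 of 24 markers of non-peptidergic nociceptors, among them Mrgprx1 and Gna14, a G protein subunit, 6 of 10 markers of C-fibre low-threshold mechanoreceptors, and 3 of 18 of peptidergic nociceptors (Tac1, Gfra3 and Trpv1). Mrgprx1 had 219 ± 35.1 normalized counts with AAV-GFP and 113 ± 6.64 with AAV-Cited2-GFP (SD, n = 3 mice each), a log2 fold change of −0.93 (standard error 0.17, adjusted p = 0.596 with limma). Of 24 genes of cholesterol synthesis, 11 were in the lower list, with log2 fold changes between −0.32 (Fdps, farnesyl diphosphate synthase) and −0.16. Gfra2, a receptor of neurturin, had a log2 fold change of −0.39. None of the genes named here passed an adjusted p of 0.1 (limma), and as the lists were selected on these libraries, their direction is given and not tested.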

GO and KEGG pathway analysis of these shared genes revealed that upregulated transcripts showed an enrichment for terms involved in axon and dendrite growth, PNS development, and developmental processes (Fig. 5J; Dataset EV4), while the downregulated were associated with membrane and ion transport, synaptic regulation, lipid metabolism, and GPCR and kinase signaling (Fig. 5K; Dataset EV4) supporting our hypothesis that Cited2 overexpression promotes a more immature, non-polarized developmental state after a SCI.

As a validation of these findings, we confirmed an increase in expression of CBX5, involved in transcriptional and chromatin regulation (Bosch-Presegué et al, 2017) and HOXD3, associated with TGFb1/SMAD/BMP mediated signaling and involved in developmental processes including neural crest formation (Wang et al, 2020) after a DCA in AAV-Cited2 expressing DRG neurons (Appendix Fig. S4).

Moreover, CITED2 can influence chromatin accessibility via modulation of histone acetylation and recruitment of transcription factors (TFs) (Kranc et al, 2015; Li et al, 2012) (Appendix Table S1) associated with chromatin remodeling, including CBX5, TFAP2a and SMAD2/3 (Bamforth et al, 2001). Therefore, we performed ATAC-seq after Cited2 overexpression to examine whether Cited2-dependent changes in chromatin accessibility can reprogram adult sensory neurons towards an immature non-polarized maturation state after a SCI (Fig. 6A).

**Figure 6:**
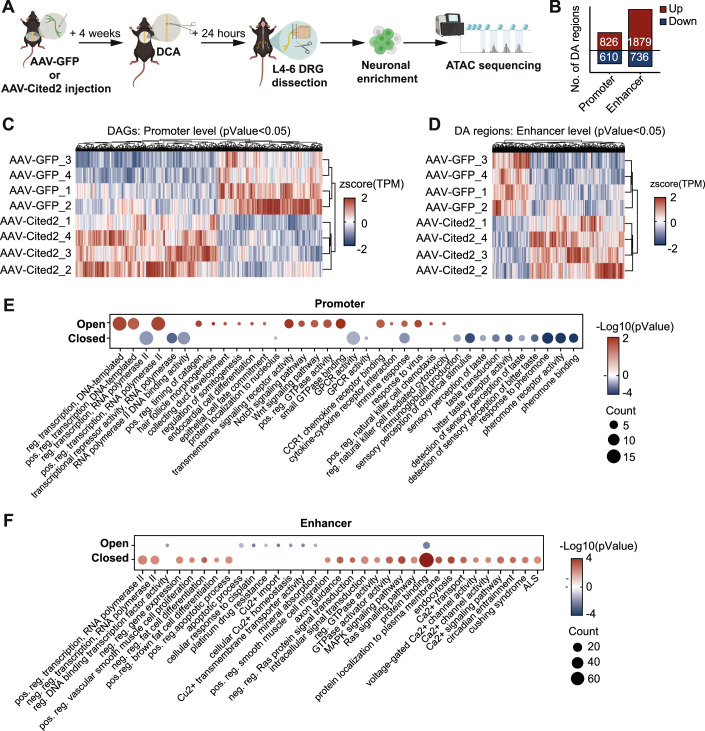
Cited2 overexpression after SCI promotes increased differential accessibility of promoter and enhancer regions that is associated with developmentally regulated genes. (**A**) Experimental design (made with BioRender), *n* = 4 independent biological replicates were input for ATAC-seq. (**B**) Number of significantly differentially accessible regions (DA) at the promoter and enhancer (DAGs are identified using EdgeR, where the significance threshold is defined as *p* value <0.05). (**C**, **D**) Heatmap and hierarchical clustering of DA promoter or enhancer regions from AAV-GFP control and AAV-Cited2-GFP samples. (**E**) GO and KEGG analysis of DA promoter regions. (**F**) GO and KEGG analysis of the predicted gene targets associated with DA enhancer regions. *P* values are calculated using a modified Fisher’s exact test as described in DAVID (Huang et al, 2009). Source data are available online for this figure.

ATAC-seq, which reveals chromatin accessibility, allows identification of transcriptional programs that are associated with cellular states and identity. ATAC-seq analysis revealed 1436 and 2615 significantly differentially accessible promoter genes or enhancer regions (DA regions), respectively (Fig. 6B). Heatmap and hierarchical clustering of DA promoter or enhancer regions indicated different clustering between Cited2 overexpression or GFP control samples (Fig. 6C,D).

DAGs (Dataset EV5) that were more accessible included genes associated with development (e.g., Notch1, Neurod2, Cit, Cops2, Crim1, and Wnt9b), chromatin regulators (Dnmt3a and Kdm2b), TF regulators (Arx, Gbx, Klf1, Gal, Sirt3, Sirt5, Sox18, Trp53tg5, Trp53cor1, Foxc2, and Il6st), homeodomain genes (Rhox4e, Rhox4b, Rhox2d, Hoxb9, Hoxd13, and Zeb1), cell cycle (Terf2ip, Bab1, and Cdk5), translation (Eif3i and Rpl23a), cytoskeletal organization and axonal transport (Itga5 and Kif9), and neurite outgrowth (Zap70, Negr1, and Pgp). Functional analysis of DAGs indicated similar results; enriched for terms such as transcription, developmental processes, and Notch, Wnt, and GTPase signaling (Fig. 6E). Similarly, less accessible genes (Dataset EV5) were associated with transcriptional repressors (Zhx1) and synapse regulators (Syt4 and Syndig1), in line with GO and KEGG analysis indicating an enrichment for terms associated with transcriptional repression, GPCR activity, and sensory perception (Fig. 6E).

Next, since enhancers are essential regulators of gene expression (Schoenfelder and Fraser, 2019), we correlated predicted promoter targets of enhancers from a previously published dataset (Shen et al, 2012) to our DA enhancer regions, as previously described (Palmisano et al, 2019) (Dataset EV5). Functional analysis of these predicted targets indicated more accessible regions were associated with transcription (Ctcfl, Dnmt1, Dnmt3a, Brd3, E2f2, Sox8, Stat6, and Smad3), cell cycle regulation (Bach2; Dab2ip, Ddit34), and protein binding, GTPase, MAPK, and Calcium/cAMP signaling (Dlk1, Bmp7, Smad3; Map3kl, Map4kl, Pak4, Cgnl1, Zabp1) (Fig. 6F). Less accessible regions were associated with ion transport and cell cycle (Cdkn2a and Mcc) (Fig. 6F). The above functional categories suggested that Cited2 might influence neuronal maturation, in line with RNA-seq results.

Additionally, while Cited2 itself does not have a DNA binding site (Bhattacharya et al, 1999), it was shown or predicted to directly and indirectly regulate the function of numerous TFs (Appendix Table S1), several of which are known to be involved in axonal growth and developmental processes, including TFAP2, CDX2, CEBPB, CREB1, CREBBP, EGR1, EP300, FOS, JUN, KLF, MEF2 SMAD, and STAT family members (Liu et al, 2011; Fawcett and Verhaagen, 2018), among others, to promote transcriptional and epigenetic changes. Given that Cited2 overexpression caused an enrichment in accessible promoter and enhancer regions, we investigated TF binding to accessible cis-regulatory elements via differential TF footprinting analysis.

We first applied Bivariate Genomic Footprinting (BaGfoot) analysis (Baek et al, 2017) to identify putative transcription factors (TFs) bound to, or released from, chromatin regions exhibiting changes in accessibility. This approach measures the change in accessibility within a TF motif, providing information about footprint depth, an indicator of TF binding. Bound TFs typically display a deeper footprint depth (FDP; y-axis), while regions of increased chromatin accessibility exhibit greater flanking accessibility (FA; x-axis). Four quadrants are thereby defined: quadrant I represents TFs bound at more accessible regions; quadrant II, TFs bound at less accessible regions; quadrant III, TFs released from less accessible regions; and quadrant IV, TFs released from more accessible regions.

At the promoter level (Dataset EV6; Data S7), our analysis revealed enhanced chromatin accessibility through recruitment of TFs such as TFAP2A, CDX1, NEUROG2, Homeobox, and STAT family members (Fig. 7A, quadrant I), accompanied by release of TFs such as TP53, MYB, MYC, and POU-domain proteins (Fig. 7A, quadrant IV). No TFs were associated with reduced chromatin accessibility in flanking regions (Fig. 7A, absence of quadrants II and III).

**Figure 7:**
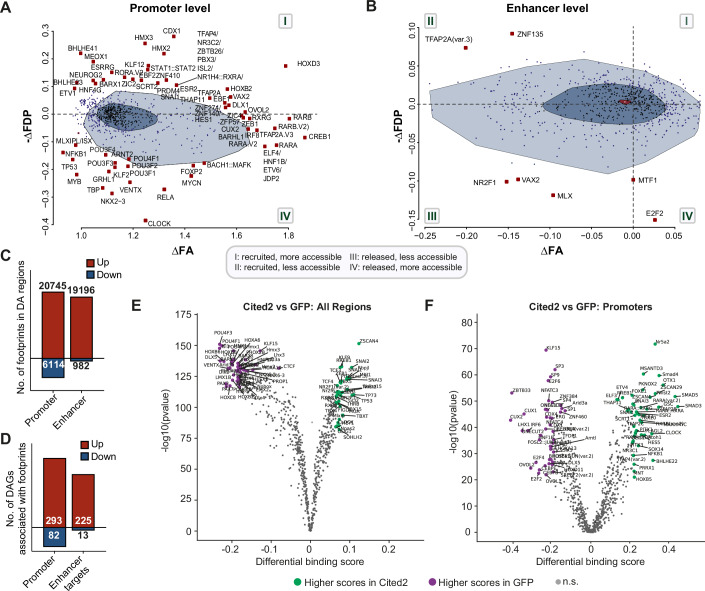
Differential TF activity analysis suggests Cited2 overexpression promotes TF recruitment and release at accessible chromatin. *n* = 4 independent biological replicates were input for ATACseq. (**A**, **B**) BaGfoot plots showing differential flanking accessibility (∆FA) and footprint depth (∆FDP) of motifs after Cited2 v GFP at (**A**) promoters [transcription start site (TSS) ± 1 kb] and (**B**) enhancers. (**C**) Number of motif footprints derived from HINT analysis in DA promoter or enhancer regions (*p* < 0.05) ± 1.5 kb. (**D**) Number of DA promoter or predicted enhancer target genes associated with HINT-derived footprint motifs (*p* < 0.05). (**E**, **F**) Differential footprinting analysis of TF activity across all regions and DA promoter regions after Cited2 overexpression or GFP control, calculated using TOBIAS BINDetect (Bentsen et al, 2020). Significance is determined by comparing observed footprint log_2_ fold changes to background distributions, where *p*-values are estimated via subsampling. Source data are available online for this figure.

At the enhancer level, fewer TFs were identified (Data S7; Fig. 7B), with enrichment for repressor recruitment, such as TFAP2A and ZNF135 (Fig. 7B, quadrant II), and release of activators including NR2F1, MLX, and VAX2 (Fig. 7B, quadrant III). Although fewer TFs were detected compared to promoter regions, the range of accessibility (x-axis) spanned nearly twice that observed following peripheral sciatic nerve injury (Palmisano et al, 2019), suggesting that CITED2 acts at both promoter and enhancer regulatory levels. Moreover, while promoter accessibility changes were predominantly concordant (increased accessibility), enhancer effects were more variable, showing both increased and decreased accessibility.

To further identify active TF binding sites associated with CITED2 overexpression versus GFP control, we performed HMM-based Identification of Transcription factor footprints (HINT) analysis. This method detects TF footprint motifs in regions of accessible chromatin using ATAC-seq data, rather than relying on in silico predictions. At the promoter level, we identified 20,745 and 6114 TF footprint motifs in more and less accessible regions, respectively (Fig. 7C). At enhancers, 19,196 and 982 footprint motifs were detected in more and less accessible regions, respectively (Fig. 7C). Differentially accessible promoter footprints were associated with 376 genes, while enhancer footprints corresponded to 239 predicted target genes (Fig. 7D). Together, these results are consistent with the BaGfoot analysis, supporting a model in which CITED2 overexpression promotes a more accessible chromatin conformation.

Second, we used TOBIAS (Bentsen et al, 2020) to perform differential TF analysis across all regulatory regions and at differentially accessible regions to identify changes in TF activity associated specifically with either Cited2 overexpression or GFP control (Fig. 7E,F; Dataset EV6). Results indicated that Cited2 overexpression increased activity of TFs, such as Basic-helix-loop-helix (bHLH) (e.g., Bhlh22, Twist1, and Atoh1), TFAP2, TFAP5, Homeobox factors (e.g., HoxB5), as well as TFs associated with cell fate decisions (e.g., SNAIs), which co-exist with activators found via BaGfoot analysis that led to increased chromatin accessibility, as well as to CITED2 predicted protein interactors (Appendix Table S1) such as Smad3, Smad5, TP73, and ETV4. On the other hand, TF activity associated with the GFP control condition reflected activity of transcriptional repressors, such as PAX, POU, and ONECUT factors, which were previously found to be recruited to flanking regions in DRG following non-regenerative spinal injuries (Palmisano et al, 2019).

Together, these data provide evidence that Cited2 overexpression enhances chromatin accessibility and triggers the enrichment of transcriptional activation associated with neuronal developmental and immature growth states.

We then examined the correlation between gene expression and ATAC signal at promoters following Cited2 overexpression after a SCI. Firstly, ATAC signal density plots indicated that upregulated genes showed increased ATAC signal near the transcription start site (TSS) following Cited2 overexpression compared to downregulated genes (Appendix Fig. S5).

Next, we explored the function of genes with increased expression and promoter accessibility following Cited2 overexpression. Unbiased correlation analysis of normalized gene expression and chromatin accessibility at the promoter indicated a moderate correlation [*R*^2^ = 0.34 (Spearman); *p* value <3.3e–16] (Fig. EV4A). Genes were organized into four groups to examine the relationship between gene expression and accessibility: genes were highly expressed and highly accessible (HE-HA; 7582 genes) if their normalized transcripts per million (TPM) was higher than the 75^th^ percentile of the data and genes were low-to-medium expression and low-to-medium accessibility (ME-MA; 6420 genes) if their TPM was lower than the 50th percentile of the data (Fig. EV4A; Dataset EV7). Functional analysis of HE-HA genes indicated terms associated with transcription, nervous system development and neurogenesis, protein and metabolic processes, cell cycle/apoptosis, transport, cell signaling and synaptic regulation, while ME-MA genes were associated with immune response and GPCR signaling (Fig. EV4B; Dataset EV7). Similar functional categories were observed for differentially expressed or accessible genes alone, as shown previously (Figs. 5E and 6G,H). Additionally, odds ratio and Fisher’s test analysis indicated a significant correlation between differentially expressed genes and high promoter accessibility, but not low-to-medium promoter accessibility (Fig. EV4C). Similar analysis of differentially accessible and expressed genes revealed a significant correlation specifically between upregulated genes and increased chromatin accessibility (Fig. EV4D) indicating that gene expression and epigenetic remodeling may be achieved through TF activation following Cited2 overexpression to promote a more immature, non-polarized neuronal growth state after a SCI.

Together, gene expression signatures associated with a neuronal immature state correlated to more accessible chromatin following Cited2 overexpression and SCI.

Finally, in order to assess whether Cited2 expression would affect neuronal maturation, cultured embryonic DRG neurons were transduced with either AAV-Cited2-GFP or control AAV-GFP, and DRG neuron maturation was scored as previously detailed (Nascimento et al, 2022), reflecting the degree of neuronal morphological changes (from multipolar to bipolar, bell-shaped bipolar and pseudo-unipolar morphologies). Strikingly, Cited2 overexpression significantly regulated neuronal maturation, resulting in the majority of DRG neurons with a multipolar or bipolar morphology and reducing the percentage of pseudo-unipolar neurons (Fig. 8A,B). Cited2 overexpression in cultured embryonic DRG neurons also promoted the upregulation of Cbx5 and HoxD3 (Fig. 8C,D), consistent with the in vivo results after a SCI.

**Figure 8:**
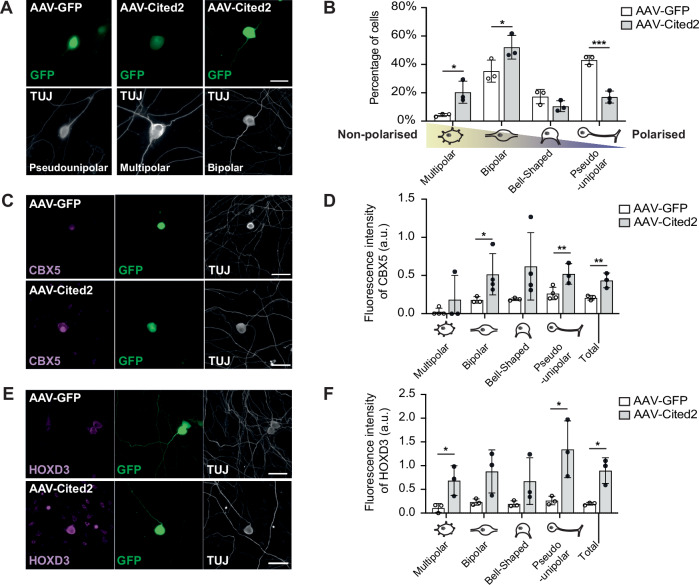
Cited2 overexpression in DRG neurons affects maturation. (**A**) DRG cultures (E13.5) transduced with AAV-GFP or AAV-Cited2-GFP (green), showing changes in maturation (white: TUJ). (**B**) Percentage of cells in different DRG maturation stages (two-way ANOVA with Tukey’s post hoc test; Group: *f*(1) = 1.15e–18, *p* = 1; Morphology: *f*(3) = 40.51, *p* = 1.061 × 10^−7^); Interaction score: *f*(3) = 19.60, *p* = 1.315 × 10^−5^; *n* = 3 independent biological replicates, at least 50 cells per replicate measured. Displayed are *p* values from Tukey’s post hoc test: multipolar: *p* = 0.0494, bipolar: *p* = 0.0376, bell-shaped: *p* = 0.8161, pseudo-unipolar: *p* = 0.0008). (**C**, **D**) CBX5 immunostaining (magenta) in DRG neurons (TUJ, white) after AAV-GFP or AAV-Cited2-GFP overexpression (green) in E13 DRG culture with quantification of fluorescence intensity by morphology and overall (Multipolar: *p* = 0.1995, bipolar: *p* = 0.0263, Bell-shaped *p* = 0.0623, pseudo-unipolar: *p* = 0.0037, Total: *p* = 0.0015; *n* = 3-4 independent biological replicates, at least 50 cells per replicate measured). (**E**, **F**) HOXD3 immunostaining (magenta) in DRG neurons (Tuj, white) after AAV-GFP or AAV-Cited2-GFP overexpression (green) in E13 DRG culture with quantification of fluorescence intensity (Multipolar *p* = 0.0375; bipolar: *p* = 0.0715; bell-shaped: *p* = 0.1695; pseudo-unipolar: *p* = 0.0365; total: *p* = 0.0113; *n* = 3 independent biological replicates, at least 50 cells per replicate measured. Analysis by individual *t*-tests). Scale bars: 50 µm. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns not significant. All error bars shown as standard deviation (SD). Source data are available online for this figure.

Together, our data indicate that the loss of growth potential is marked by epigenetic and transcriptional changes that can be reversed by manipulation of Cited2, which was sufficient to shift chromatin to a more accessible growth-competent state after SCI.

### Panobinostat enhances DRG neuronal growth via a Cited2-dependent mechanism

Next, we sought to identify a small-molecule compound capable of modulating CITED2 expression to promote repair after SCI. Using the Ingenuity Pathway Analysis (IPA) database, we screened published and predicted compounds with the potential to enhance Cited2 transcription. This analysis identified Panobinostat, a pan-histone deacetylase (HDAC) inhibitor (Laubach et al, 2021) (Appendix Fig. S6A), as the only compound predicted to selectively upregulate Cited2 expression while concomitantly increasing histone acetylation.

We first tested whether administration of Panobinostat would promote DRG neurite outgrowth. Indeed, we found a significant dose-dependent increase in neurite outgrowth, with 200 nM of Panobinostat exerting the maximal effect (Appendix Fig. S6B,C). We next confirmed that Panobinostat enhanced the expression of Cited2 seen by immunofluorescence (Appendix Fig. S6D,E) and RT-qPCR (Appendix Fig. S6F). Further, Cut and Tag for H3K27ac on Cited2 promoter regions from NeuN expressing DRG neurons revealed that Panobinostat increased Cited2 promoter acetylation (Fig. EV5), in line with increased expression. Finally, we examined whether Panobinostat-induced neurite outgrowth was dependent on Cited2. Data analysis indicated that indeed CRISPR/Cas9-mediated Cited2 knockdown significantly reduced Panobinostat-dependent outgrowth in DRG sensory neurons (Appendix Fig. S6G,H), showing dependence of growth-promoting effects of Panobinostat on Cited2. Additionally, we found that Panobinostat delivery in cultured DRG neurons promoted increased nuclear expression of p300/CBP (Appendix Fig. S6I,J), and augmented acetylation of H3K9 and H3K27 (Appendix Fig. S6K–N), in line with results following Cited2 overexpression.

### Panobinostat promotes axonal growth, sprouting and neurological recovery after SCI

To evaluate whether the growth-promoting effects of Panobinostat could be translated in vivo, we administered the compound systemically via daily intraperitoneal (i.p.) injections at two clinically relevant doses (Laubach et al, 2021) (15 and 20 mg/kg) over a 5-day period. Ex vivo quantification of regenerative growth revealed a significant increase in average DRG neurite outgrowth following treatment with 20 mg/kg Panobinostat (Appendix Fig. S7A,B). Immunoblot analysis of ex vivo–isolated DRGs showed that this enhanced outgrowth was accompanied by elevated levels of H3K9ac and H3K27ac (Appendix Fig. S7C). Next, we investigated whether Panobinostat could promote the growth of central sensory axons following spinal cord injury (SCI). A T9 dorsal column hemisection was performed, sparing tissue ventral to the central canal but resulting in hindlimb paralysis. Approximately 3 h post-injury, animals received either vehicle or 20 mg/kg Panobinostat via i.p. injection. Treatment followed a 5-day-on/2-day-off regimen for 6 weeks. At week 5, Dextran-594 was bilaterally injected into the sciatic nerves to label ascending sensory axons within the dorsal columns (Fig. 9A).

**Figure 9:**
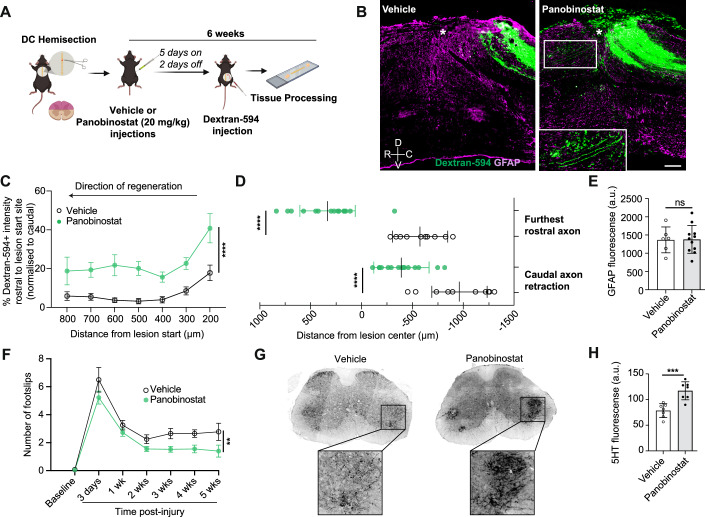
Panobinostat promotes axonal growth and increases serotonergic sprouting after a spinal dorsal column overhemisection. (**A**) Experimental design (made with BioRender). (**B**) Representative micrographs of vehicle or 20 mg/kg Panobinostat i.p. delivery six weeks after a dorsal column overhemisection. Dextran-594 (green) is used to trace ascending dorsal column tracts. GFAP (magenta) is used to determine the lesion epicenter (white star). Scale bar: 200 µm. (**C**) Percentage Dextran-594 intensity rostral to the lesion border in vehicle or Panobinostat-treated mice after SCI. Fluorescence intensity rostral to the lesion border is normalized to Dextran-594 intensity caudal to the lesion site. Mixed-effects ANOVA with uncorrected Fisher’s LSD post hoc test; Vehicle: *n* = 11 biological replicates, Panobinostat: *n* = 12 biological replicates. Treatment: *f*(1,21) = 32.70, *p* < 0.0001; Distance: *f*(2.21,46.05) = 5.97, *p* = 0.0038); Interaction score: *f*(6,125) = 0.52, *p* = 0.7920. Displayed is the treatment *p* value. (**D**) Average distance between the lesion epicenter and the furthest rostral axon (*t*-test, *p* = 1.579 × 10^−8^) or retracted caudal axons (*t*-test, *p* = 1.410 × 10^−5^). Vehicle: *n* = 10, Panobinostat: *n* = 15 biological replicates. (**E**) Quantification of average GFAP intensity in vehicle and Panobinostat-treated mice (*t*-test, *p* = 0.9487). Vehicle: *n* = *6*, Panobinostat: *n* = 11 biological replicates. (**F**) Gridwalk quantification of the average number of missteps per run in Vehicle or Panobinostat-treated mice after SCI. Two-way ANOVA with Sidak post hoc test; *n* = 10 biological replicates. Treatment: *f*(1,9) = 12.71, *p* = 0.0049; Time: *f*(2.23, 20.07) = 44.21, *p* < 0.0001; Interaction score: *f*(2.39, 21.56) = 0.91, *p* = 0.4329. Displayed is the treatment *p* value. (**G**, **H**) Representative micrographs and quantification of serotonergic (5-HT^+^ axons (black) in the ventral horn of the lumbar enlargement caudal to the lesion site (*t*-test, *p* = 0.0006, *n* = 7 biological replicates). Scale bar: 200 µm. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns not significant. All error bars shown as standard deviation (SD). Source data are available online for this figure.

Treatment with Panobinostat significantly enhanced axonal growth into and beyond the lesion site compared with vehicle-treated controls (Fig. 9B, C). Notably, GFAP expression within the lesion area was unchanged between groups, indicating that Panobinostat did not affect astroglial reactivity (Fig. 9D).

To determine whether systemic Panobinostat administration also improved neurological recovery, we performed the gridwalk test, quantifying hindlimb foot slips during successive runs across a wire grid. Panobinostat-treated mice exhibited a significant reduction in foot slips by week three post-injury, indicating improved motor coordination (Fig. 9E).

Functional recovery could result from the growth and sprouting of descending motor projections that partially compensate for lost connections. Among these, the raphespinal (serotonergic; 5-HT) tract provides critical input to spinal motor circuits and may serve as a compensatory “detour” pathway. Immunohistochemical analysis revealed that Panobinostat treatment significantly increased the density of 5-HT-positive fibers within the ventral horn of the lumbar enlargement, particularly in laminae containing motoneurons controlling hindlimb movement (Fig. 9F,G).

Collectively, these findings indicate that Panobinostat enhances both central axon regeneration and 5-HT circuit plasticity, contributing to improved functional recovery following spinal cord injury.

## Discussion

Our findings provide direct experimental evidence that neuronal maturation is inversely correlated with the regenerative ability of DRG sensory neurons and the loss of regenerative competence is an epigenetically regulated process. Importantly, the development of human cortical neurons is regulated by an intrinsic cellular epigenetic clock that enables neuronal maturation (Ciceri et al, 2024), lending human relevance to our data. Neuronal maturation seems to restrict the access of essential transcriptional proteins to developmentally repressed chromatin regions, thus failing to induce the expression of genes that are essential for axon regeneration (Grewal and Moazed, 2003; Brown et al, 1997; Peters et al, 2001). Whether this developmental progression is permanent or it can be reversed epigenetically had not been directly addressed so far. Importantly, here we found that loss of epigenetic-dependent growth competence is reversible by modulating the epigenetic regulator CITED2. We identified CITED2 as an epigenetic cofactor whose expression was increased in DRG after a regenerative competent SNA but not after a regenerative incompetent DCA. Previous studies have shown that CITED2 is extensively involved in the regulation of developmental processes. These include neural tube closure, the development of the lens, heart, DRG, neocortical and callosal projection neurons (Kranc et al, 2015; Bamforth et al, 2001; Li et al, 2012; Weninger et al, 2005; Chen et al, 2008; Fame et al, 2016; Chen et al, 2009; Sun et al, 2007) as well as in embryonic and adult stem cell proliferation and differentiation (Kranc et al, 2009; Withington et al, 2006; Li et al, 2012).

CITED2 overexpression was sufficient to induce transcriptional and chromatin accessibility signatures associated with immature neuronal states, steering neurons towards an immature growth-competent state. Specifically, CITED2 overexpression induced increased chromatin accessibility, increased expression of EP300 and active CBP expression, and increased acetylation levels of H3K9 and H3K27 after SCI, which have previously been linked with an enhanced regenerative state (Palmisano et al, 2019; Hervera et al, 2019; Hutson et al, 2019; Puttagunta et al, 2014; Gaub et al, 2011; Ewan et al, 2021; Finelli et al, 2013). This resulted in upregulation of genes required for axon and dendrite growth, PNS development and downregulation of genes specific for neuronal maturation and synaptic activity. This epigenetic and transcriptional reprogramming was sufficient to promote axon growth after a SCI, indicating that CITED2 reprograms mature DRG neurons to re-activate the growth potential that they lost during maturation, through epigenetic modifications. CITED2-dependent enhancement in histone acetylation, which is sustained for weeks after SCI, facilitated the recruitment and activation of transcription factors at open chromatin regions. Our TF footprint analysis revealed several transcriptional regulators that were preferentially recruited at chromatin regions made accessible by CITED2 overexpression. Specifically, we identified factors belonging to the basic-helix-loop-helix and HOX families, key regulators of nervous system development (Miller and Dasen, 2024; Tutukova et al, 2021).

Among them, ATHO1 has been implicated in neurogenesis in the retina (Todd et al, 2021); MEIS1 has been implicated in eye and tail regenerative in planaria (Wang et al, 2023); MEIS2 was identified as a putative transcriptional regulator of genes associated to retinal ganglion cell differentiation and neuron development in regenerating conditions (Jacobi et al, 2022); FOXG1 has been shown to protect neurons from apoptosis (Dastidar et al, 2011); NKX2-5 has been involved in myocardial repair (De Sena-Tomás et al, 2022).

It is also possible that increased levels of H3K27ac and H3K9ac are driven by an increase in CITED2-mediated activation of histone acetyltransferases (HATs), p300 and CBP, as well as their associated factor, P/CAF. These HATs function to coordinate and integrate multiple upstream signaling events in developmental biological processes and disease states, through their ability to recruit a variety of TFs to genomic sites that are hyperacetylated, including after neuronal injury, where they can promote axon growth (Hezroni et al, 2011; Zhong and Jin, 2009; Palmisano et al, 2019; Hutson et al, 2019; Puttagunta et al, 2014; Gaub et al, 2011).

Following CITED2 overexpression, the DRG neurons do not seem to lose their identity or regress to embryonic stages that precede their neuronal specification. Therefore, this seems different from a report describing the interesting findings that corticospinal neurons express gene signatures associated with early embryonic states after a SCI (Poplawski et al, 2020), including boosting growth in association with spinal cord stem cell transplants. 

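Genes of sensory neuron identity did not pass the test as a group after Cited2 overexpression. Of 24 tested, 9 had a log2 fold change above 0 and 15 below, with a median of −0.05 (camera, adjusted p = 0.052), and none passed over all genes tested or when adjusted over the list alone (limma). The members with the smallest p were Isl2 (log2 fold change −0.25, adjusted p = 0.884), Prrxl1 (−0.17, adjusted p = 0.915) and Prdm12 (−0.19, adjusted p = 0.916), all transcription factors of sensory neurons. Isl1, which specifies these neurons, had a log2 fold change of 0.09 and Pou4f1 one of −0.09. Both were named after their values were seen. Of 22 genes of the neural crest and of progenitors, 10 were high enough to test, 5 above 0 and 5 below, with a median of −0.01 (camera, adjusted p = 0.82). Ets1 had a log2 fold change of −0.33, Neurod1 of 0.61 and Hes5 of −0.23, each with an adjusted p above 0.98 (limma). The Hox genes had a median of 0.00 over 29 genes, 15 above 0 and 14 below (camera, adjusted p = 0.67). Genes of proliferation had a median of −0.14 over 25 genes, 6 above 0 and 19 below (camera, adjusted p = 0.087). Bub1b, a mitotic checkpoint kinase, had a log2 fold change of 1.38 and Cdc20, an activator of the anaphase-promoting complex, one of −1.13.

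Markers of non-peptidergic nociceptors, of peptidergic nociceptors and of C-fibre low-threshold mechanoreceptors fell (camera, adjusted p = 2.5e-14, 9.1e-04 and 1.7e-07, but adjusted p = 0.41 for each with an estimated correlation). Of these markers, 15 of 24, 3 of 18 and 6 of 10 are in the lower list of Dataset EV4. That list was selected on these libraries and read before the marker lists were written, so these calls may be partly built in. Markers of myelinated A-fibre neurons rose, with a median of 0.13 and 20 of 25 above 0 (camera, adjusted p = 0.0013, but adjusted p = 0.79 with an estimated correlation), a call that ended without AAV-GFP replicate 2 (0.05) or AAV-Cited2-GFP replicate 3 (0.08). The identity list was called lower after quantile normalization (camera adjusted p = 0.0065), with the replicate number as a block (adjusted p = 0.0428), and, with an adjusted p of 0.00069 and 0.0080, without AAV-GFP replicate 1 or AAV-Cited2-GFP replicate 3. The proliferation list was called lower after quantile normalization, with array weights (median −0.33), and without AAV-GFP replicate 2 (−0.24) or AAV-Cited2-GFP replicate 2 (−0.20). Camera at the preset correlation called 15 lists for the real groups and up to 16 for other splits of the libraries into 3 and 3.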

As an alternative molecular approach to ours, reducing DNA methylation has been shown to counteract age-dependent regenerative decline of retinal ganglia neurons after optic nerve injury (Lu et al, 2020). Our data are in accordance with previous studies, where dynamic gene expression changes in mouse DRG neurons between the neuronal growth stage E12.5 and a peripheral injury were observed. These reports have found that silencing synaptic proteins such as the voltage-gated calcium channel subunit *a2d2*, or vesicle priming proteins at the presynaptic active zone, can promote axon growth after a SCI (Tedeschi et al, 2016; Hilton et al, 2022). However, whether these mechanisms relied on epigenetic mechanisms and whether those interventions led to a reversal of these neurons to a presynaptic state remains elusive.

By screening for putative pharmacological compounds that could enhance Cited2 expression and histone acetylation after SCI, we identified the HDAC-inhibitor Panobinostat, which we increased Cited2 expression and promoter acetylation in DRG neurons.

Panobinostat targets class I and class II HDACs, leading to enhanced histone acetylation and gene transcription. Despite this, we found that Panobinostat-dependent neuronal growth required CITED2, given that Cited2 KD in the presence of Panobinostat abrogated the gain in neuronal outgrowth. The increase in Cited2 expression and promoter histone acetylation after Panobinostat is in line with the evidence that the Cited2 promoter is acetylated during DRG neuronal maturation and following a regenerative sciatic nerve injury. Cited2 is therefore responsive to increased histone acetylation driven by Panobinostat-dependent HDAC-inhibition. Importantly, Panobinostat enhanced sensory axon growth, 5-HT sprouting and neurological recovery after SCI. While other broad HDAC inhibitors have been reported to promote neuroprotection and repair after SCI (Finelli et al, 2013), here Panobinostat significantly enhanced axonal growth and sprouting. Whether the long-term administration of Panobinostat to enhance CITED2 expression and promote neuronal regeneration may potentially affect neural structural stability remains unknown. However, notably, Panobinostat is already approved for oral administration as part of combination therapy in multiple myeloma, where it exhibits favorable tolerability and robust efficacy even at low doses (Laubach et al, 2021; Pan et al, 2023). It will be interesting to investigate whether combining Panobinostat with neurorehabilitation, biomaterials, stem cell grafts, or fibrotic scar-reducing compounds, such as those known to digest chondroitinase, can further boost axon growth, repair and recovery after SCI. In summary, the main implications of these findings lie (i) in the discovery of a mechanism that can be leveraged to reprogram neuronal chromatin toward a growth-competent state, thereby restoring the regenerative capacity of adult sensory neurons after SCI; (ii) in the identification of a druggable target with a clinically approved compound, which promotes repair and recovery after SCI.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6 (*M. musculus*)	Charles River Laboratories	C57BL/6NCrl
F11 cells	Sigma	08062601
Recombinant DNA		
AAV8-CAG-WPRE-EGFP-p2A-Cited2	Duke University: Viral Vector Core	pBK1187
AAV8-CAG-WPRE-EGFP	Duke University: Viral Vector Core	pBK313
CRISPR-Case9 Cited2 double nickase plasmid	Santa Cruz	sc-400246-NIC
pcDNA3.1GFP	Addgene	70219
pcDNA3.1Cited2	Addgene	48184
**Antibodies**		
Mouse anti-Cited2	Santa Cruz	Sc-21795
Rabbit anti-H3K27ac	Abcam	Ab4729
Rabbit anti-H3K9ac	Abcam	Ab10812
Chicken anti-GFP	Abcam	13970
Rabbit anti-GFAP	Millipore	AB5804
Chicken anti-NeuN	Millipore	ABN91
Chicken anti-Beta 3 tubulin (Tuj)	Abcam	18207
Rabbit anti-beta-actin	Abcam	155279
Rabbit anti-Gapdh	Cell Signaling	2118S
Rabbit anti-HP1a (Cbx5)	Cell Signaling	2616BC
Rabbit anti-HoxD3	Sigma-Aldrich	AV31964
Rabbit anti-Sox10	Abcam	155279
Rabbit anti-p300	Cell Signaling	86377S
Rabbit anti-acCBP	Abcam	Ab61242
Mouse anti-NF200	Sigma	N0142
Rabbit anti-H3k27ac	Abcam	Ab177178
Guinea pig anti-rabbit IgG	Antibodies Online	ABIN101961
**Oligonucleotides and other sequence-based reagents**		
CUT&Tag primers	This study	Sequence available on request
**Chemicals, enzymes and other reagents**		
Dispase II	Sigma	D4693
Collagenase Type II	Gibco	17504-044
Papain papaya latex	Sigma	P3125
SUPERase In RNase Inhibitor	Invitrogen	AM2696
cOmplete Protease Inhibitor Cocktail	Roche	11697498001
Phosphatase inhibitor	Roche	4906845001
RNeasy Mini Kit	Qiagen	74104
SuperScript First-Strand Synthesis System Kit	Thermo Fisher Scientific	18091050
HotStart ReadyMix	Kapa	07958935001
Dextran-594	Thermo Fisher Scientific	D22913
Panobinostat	Selleckchem, UK	LBH589
RNeasy Micro Kit	Qiagen	74004
TruSeq Stranded mRNA kit	Illumina	RS-122-2101
Concanavalin A-coated magnetic beads	Bangs Laboratories	BP531
CUTANA pAG-Tn5	Epicypher	15-1017
Zymo DNA Clean & Concentrator kit	Zymo Research	D4013
**Software**		
Fiji (ImageJ)	Schindelin et al, 2012	
Cytoscape-v3.9.1	Shannon et al, 2003 https://cytoscape.org	
BioVenn	Hulsen et al, 2008	
Adobe Illustrator	https://www.adobe.com	
BioRender	BioRender.com	
Bcl2fastq-v2.20	Illumina	
FastQC-v0.11.9	Andrews, 2010 https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	
TrimGalore!-v0.6.6	Krueger, 2012 https://github.com/FelixKrueger/TrimGalore	
Salmon-v1.6.0	Patro et al, 2017 https://github.com/COMBINE-lab/salmon	
DESeq2-v1.34.0	Love et al, 2014 https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
SRAToolkit-v2.11.2	NIH https://hpc.nih.gov/apps/sratoolkit.html	
GeneOverlap	Shen, 2022 https://github.com/shenlab-sinai/GeneOverlap	
Kundaje lab’s ATAC-seq processing pipeline	https://github.com/kundajelab/atac_dnase_pipelines	
HTseq-v.0.6.1	https://htseq.readthedocs.io/en/latest/	
EdgeR-v3.8.6	https://bioconductor.org/packages/release/bioc/html/edgeR.html	
GenomicAlignment-v1.32.0	https://www.bioconductor.org/packages/release/bioc/html/GenomicAlignments.html	
NGSplot-v2.47.1	https://github.com/shenlab-sinai/ngsplot	
DAVID-v2012	Sherman et al, 202, Huang et al, 2009https://davidbioinformatics.nih.gov	
ClueGo	Bindea et al, 2009 (Cytoscape App) https://apps.cytoscape.org/apps/cluego	
Graphpad Prism-v.9.4.0	https://www.graphpad.com	
Ggplot2-v.3.3.6	Wickham, 2016 https://ggplot2.tidyverse.org	
HINT-v0.13.2	Li et al, 2019 https://reg-gen.readthedocs.io/en/latest/hint/introduction.html	
BaGfoot	Baek et al, 2017	
TOBIAS	Bentsen et al, 2020https://github.com/loosolab/TOBIAS	
Pscan	Wickham et al, 2009 http://159.149.160.88/pscan/	
**Other**		
DNA lo-bind Eppendorf	Eppendorf	EP0030108051
Applied Biosystems 7900HT FAST	Thermo Fisher Scientific	
2100 Bioanalyzer	Agilent	
HiSeq 4000	Ilumina	

### Mice

All experimental procedures were performed on 6–8-week-old, male, wild-type C57BL/6 mice (Charles River) and approved by Imperial College Ethics Committee, in accordance with the UK Animals (Scientific Procedures) Act, 1986. Animals were housed in regular light/dark cycles with food and water ad libitum. Prior to surgeries, mice received a subcutaneous injection of analgesics (Rimadyl, 5 mg/kg and Buprenorphine, 0.1 mg/kg), and were anaesthetized with Isoflurane (4% induction, 2% maintenance, 1% O2). Surgery was performed on a heated pad to maintain body temperature at 37 °C.

### Injury models

For SNA, the hind limbs were shaved and incised ~2 mm from the L4–L6 DRG Muscles were displaced, the sciatic nerve exposed and axotomized using iridectomy scissors (FST). The nerve was then placed back, and the skin was fully closed with suture clips. For sham surgeries, the same procedure was performed except that the nerve was left untouched. Mice were killed 24 h after SNA for tissue processing. For laminectomy or DCA, animals were shaved around the thoracic area. A dorsal skin incision was made, and the superficial tissue was separated. Muscle tissue was opened to expose T9-11. A T9 laminectomy was performed to expose the T9 spinal cord, and then a DCA was carried out at T9 using iridectomy scissors to excise the dorsal columns bilaterally. The muscles surrounding the injury site were sutured, and the skin was closed using clips. For LAM control, the above procedure was followed, but no dorsal column injury was performed. Mice were killed 24 h or 6 weeks after DCA for tissue processing.

### AAV administration

Control AAV8-CAG-WPRE-EGFP (AAV-GFP) or AAV8-CAG-WPRE-EGFP-p2A-Cited2 (AAV-Cited2-GFP) was delivered into the sciatic nerve 4 weeks prior to a DCA. Briefly, the sciatic nerve was exposed as described previously and closed Dumont forceps (FST) were placed underneath to provide support. A Hamilton syringe was used to inject 3 µl of AAV-GFP or AAV-Cited2-GFP bilaterally into the lumen of the sciatic nerve over 5 min. Following injections, the nerve was repositioned, and the skin was closed using suture clips.

### Dorsal column tracing

Five weeks after a dorsal column overhemisection, Dextran-594 (15% Dextran Alexa Fluor 594, 10000 MW, Thermo Fisher Scientific) was delivered into the sciatic nerve. Briefly, the sciatic nerve was exposed as described previously and closed Dumont forceps (FST) were placed underneath to provide support. A Hamilton syringe was used to inject 3 µl of Dextran-594 bilaterally into the lumen of the sciatic nerve over 5 min to label ascending sensory axons within the dorsal columns. The syringe was left in the nerve for three minutes after Dextran-594 was dispensed to ensure no backflow of the tracer. Following injections, the nerve was repositioned, and the skin was closed using suture clips.

### Panobinostat administration

Vehicle control (dimethyl sulfoxide; DMSO) or 20 mg/kg of Panobinostat (Selleckchem, UK) was systemically delivered through i.p. injections two hours after injury on a 5-day on, 2 days off basis for a total period of 6 weeks. The last injection was given 2 h before sacrifice.

### Tissue dissection

For DRG dissection, the mouse skin, head, forelimbs, and organs were removed. The mouse was placed dorsal side down; muscles and ligaments were carefully removed to expose the vertebra. The vertebra was then cut using spring scissors (FST) and removed to expose the spinal cord and DRG. The sciatic nerve was identified and followed to identify L4-6 DRG, which were removed and placed in an appropriate solution depending on use. For spinal cord dissection, mice were perfused transcardially with ice-cold 1x PBS followed by 4% paraformaldehyde (PFA). The mouse was prepared as described above, and care was taken to isolate and remove the spinal cord and DRG from surrounding tissue.

### Immunohistochemistry

Dissected tissue was post-fixed in 4% PFA and transferred to 30% sucrose for cryoprotection. Tissue was embedded in OCT compound (Tissue-Tek), frozen and sectioned on the cryostat (Leica) at 12 μm (DRG) or 20 μm (spinal cord). Tissue sections were permeabilized and blocked in 8% bovine serum albumin (BSA), 1% Triton X-100 in PBS for 1 h at room temperature (RT), followed by overnight incubation at room temperature with primary antibodies diluted in 2% BSA, 0.3% Triton X-100 and PBS. Secondary antibodies (Invitrogen) were incubated for 2 h at RT. All sections were counterstained with Hoechst (Molecular Probes). To quantify and assess the fluorescent intensity, all images for individual experiments were taken using the same optical parameters. Fluorescence measurements were performed using FIJI software, in GFP+ cells, normalized against the background.

### Quantification of axonal growth

Spinal cord micrographs were taken at 10x magnification for analysis on the Leica SP8 confocal microscope (Leica). To quantify axons, images were scaled, and the grid overlay plugin was used within FIJI to measure fluorescence intensity at 100 µm increments from the lesion border site and normalized to signal intensity caudal to the lesion site. An inter-animal comparable ratio was obtained by normalizing the number of labeled axons at each distance to the total number of labeled axons at 1 mm caudal to the lesion border. To measure the longest axon, the distance from the lesion border site to the longest axon was measured. To measure caudal axon retraction, the distance from the lesion border site to the main retraction bundle was measured. All analysis was done using FIJI.

### DRG culture and viral overexpression

Twenty-four-well plates were treated with 0.1 mg/ml PDL and 2 µg/ml laminin. DRG were dissected and collected in Hank’s buffered saline solution (HBSS) on ice. HBSS was aspirated, and DRG enzymatically digested for 45 min at 37 °C with Dispase II (5.0 mg/ml) and Collagenase Type II (2.5 mg/ml) in Dulbecco’s modified Eagle’s medium (DMEM). Digest media was aspirated and replaced with 10% heat-inactivated fetal bovine serum (FBS), 1x B27 in DMEM:F12 to wash cells. DRG were then dissociated by pipetting to disaggregate tissue and release cells. Cells were then spun down and resuspended in 1% penicillin/streptomycin and 1x B27 in DMEM:F12. Cells were plated at a density of 4000 cells/well and maintained at 37 °C with 95% O_2_ and 5% CO_2_. AAV-GFP or AAV-Cited2-GFP (at a concentration of 10^13 vg/ml^) was added to each well and incubated for 5–7 days.

### Embryonic DRG culture and viral overexpression

Twenty-four-well plates were treated with 20 µg/ml PLL and 5 µg/ml laminin. Embryonic DRG culture was carried out as previously described (Nascimento et al, 2022). DRG were extracted from E13 mouse embryos, then placed into 0.05% trypsin-EDTA digest solution for 1 h at 37 °C. Neurobasal with 15% FBS was added to stop digest, then media aspirated, and DRG resuspended in 2% B27, 2 mM L-glutamine, 1% penicillin-streptomycin, 50 ng/ml of nerve growth factor in Neurobasal media. DRG were dissociated by pipetting to disaggregate tissue and release cells. Cells were plated at a density of 60,000 cells/well and maintained at 37 °C with 95% O_2_ and 5% CO_2_. Glial-absent monocultures were obtained by exposing cells to 40 µM uridine and 40 µM 5-fluoro-2’-deoxyuridine 1 day post-plating. For viral overexpression, AAV-GFP or AAV-Cited2-GFP (at a concentration of 10^10 vg/ml^) was added to each well at DIV3. Cells were fixed in 4% PFA at DIV20 for immunocytochemistry.

### Neurite outgrowth assays

DRG cells were extracted as described above. Following dissociation, cells were spun down, washed and resuspended in electroporation buffer (Buffer R). Cells were electroporated using the Neon Transfection System (Thermo Fisher Scientific), then resuspended in 1% penicillin/streptomycin and 1x B27 in DMEM:F12 and plated at a density of 25,000 cells/well. For loss-of-function experiments, cells were electroporated with GFP and CRISPR-Cas9 Cited2 double nickase or GFP and CRISPR-Cas9 double nickase control plasmids and then cultured on well plates treated with 0.1 mg/ml PDL and 2 µg/ml laminin for 24 h. For gain-of-function experiments, cells were electroporated with control pcDNA3.1GFP or pcDNA3.1Cited2 overexpression plasmid tagged with GFP (human Cited2 gene with GFP tag fused at the amino terminus modified from #48184, Addgene) and then cultured on well plates treated with 0.1 mg/ml PDL and 2 µg/ml laminin for 24 h. Alternatively, they were cultured on plates coated with 0.1 mg/ml PDL and 2 µg/ml laminin or 4 µg/cm^2^ rat myelin and incubated for 24 h.

### F11 cell culture

F11 cells, a somatic cell hybrid of rat embryonic RGS and mouse neuroblastoma cell line N18TG2, were cultured until 95% confluent in 1% penicillin/streptomycin and 1x B27 in DMEM:F12 at 37 °C with 95% O_2_ and 5% CO_2_. Media was aspirated, cells spun down, washed, and resuspended in electroporation buffer. Cells were electroporated with control GFP (pcDNA3.1GFP) or pcDNA3.1Cited2 overexpression plasmid tagged with GFP, as described above, and plated at a density of 25,000 cells/well. Wells were coated with 0.1 mg/ml PDL and 2 µg/ml laminin and incubated for 72 h. Cells were then prepared for immunoblotting.

### Immunocytochemistry

Adult DRG cultured cells were fixed in 4% PFA, washed with PBS, then permeabilized and blocked in 2% BSA, 0.3% Triton-X in PBS for 1 h at RT. Cells were incubated with primary antibodies in 2% BSA, 0.1% Triton-X in PBS overnight at RT. Cells were then incubated with secondary antibodies for 1 h at RT, and Hoechst and coverslips were mounted with Mowiol mounting medium.

Embryonic DRG cultured cells were fixed in 4% PFA and washed in PBS. After fixation, cells were immediately permeabilized and blocked with 0.3% Triton X-100 and 2% BSA in PBS for 1 h at RT. Cells were incubated with primary antibodies diluted in blocking solution overnight at RT, then incubated with secondary antibodies diluted in blocking solution for 1 h at RT and Hoechst.

### DRG culture image quantification

For quantification of neurite outgrowth, total neurite outgrowth was quantified by measuring all cells with outgrowth and averaging across the well. All cells with outgrowth greater than their soma were assessed, and the average neurite outgrowth/cell was quantified per well/condition. Quantification was performed using Neuron J software. ROIs were selected from GFP+ cells only. To quantify and assess the fluorescent intensity, all images for individual experiments were taken using the same optical parameters. Thresholding was applied to subtract background immunofluorescence from analysis. Fluorescence measurements were performed using FIJI software, in GFP+ cells, normalized against the background. To assess embryonic DRG morphology, ~100 random cells were analysed per condition. Cells were visualized under a fluorescence microscope (Leica DMI6000 B) with a 40x / 0.60 NA objective coupled to a camera (Hamamatsu C11440-22c). The analysis was done on cells where either AAV-Cited2-GFP or AAV-GFP control was overexpressed. They were classified as being multipolar (with more than two neurites), bipolar (two neurites with a spindle shape), bell-shaped bipolar (two neurites approach each other forming an angle of less than 90 degrees) and pseudo-unipolar (a single stem neurite that bifurcates into two neurites).

### Real-time quantitative PCR (RT-qPCR) and reverse transcription PCR

Total RNA extraction from sciatic DRG was done using the RNeasy Mini Kit. DRG were dissected as described earlier and placed into Buffer RLT with beta-mercaptoethanol. Tissue was then washed with 70% ethanol, followed by Buffer RW1 and RPE. Finally, samples were eluted in 30 µl RNase-free water. RNA concentration and purity was measured using a nanodrop. RNA was treated with DNase I, followed by cDNA synthesis using SuperScript First-Strand Synthesis System kit: 1 µg of RNA was incubated with Oligo (dT)_12-18_ (0.5 µg/µl), random hexamers (50 ng/µl), 10 mM dNTP mix for 5 min at 65 °C. Then, 10x cDNA synthesis buffer, 25 mM MgCl_2_, 0.1 M DTT, and RNaseOUT (400 U/µl) were added and incubated at RT for 2 min. Samples were incubated with Superscript II Reverse Transcriptase (50 U/µl) at RT for 10 min, followed by 42 °C for 50 min. Reaction was terminated by incubating samples at 70 °C for 15 min. Samples were placed on ice and incubated with *E.coli* RNase H (2U/µl) at 37 °C to remove RNA complementary to cDNA. RT-qPCR was performed using KAPA HiFi HotStart ReadyMix. 3 µl of template was added to 0.5 µM of forward and reverse primer on the Applied Biosystems 7900HT FAST (Thermo Fisher Scientific) detector. Thermal-cycling conditions were as follows: 95 °C for 5 min; followed by 45 cycles of 95 °C for 20 s, 56 °C for 20 s, 72 °C for 20 s; and melting curve analysis. Data acquisition occurred at 72 °C and at 1 °C increments during melting curve analysis. For analysis of data, 2^−∆CT^ method was used. PCR was performed by using 15 ng of cDNA and run with the following conditions: 95 °C for 5 min, followed by 30 cycles of 94 °C for 30 s, 54 °C for 30 s, and 72 °C for 1 min; and extension at 72 °C for 10 min, and then analysed by agarose gel electrophoresis using SYBR green to visualize bands.

### Immunoblotting

Protein extracts from sciatic DRG tissue, DRG cell culture, or F11 in vitro cell culture were extracted using RIPA buffer supplemented with protease and phosphatase inhibitor cocktails (Roche). Lysates were sonicated using a tip sonicator for 2 × 30 s on/off and were incubated for 30 min followed by centrifugation at 4 °C. The concentration of protein lysates was determined using the Pierce BCA Protein Assay Kit. Protein was loaded onto 10–15% SDS-PAGE gels. Membranes were blocked with 5% milk for 1 h RT and incubated with primary antibodies at 4 °C ON. Membranes were incubated with HRP-linked secondary antibodies (GE Healthcare) for 1 h at room temperature and developed with ECL plus substrate (Thermo Fisher Scientific). Band densitometry was quantified using ImageJ software.

### Neuronal enrichment

One animal was used per condition (AAV-GFP control or AAV-Cited2-GFP). Twenty-four hours after injury, L4-6 DRG were dissected and collected in HBSS on ice. HBSS was aspirated, and DRG digested for 30 min at 37 °C with Dispase II (1.0 mg/ml), Collagenase Type II (2.5 mg/ml), 1:150 Papain in DMEM with GlutaMAX. Digest solution was aspirated, and cells were washed in 10% heat-inactivated FBS, 1x B27, 1:20 SUPERase In RNase Inhibitor 20 U/µl (Thermo Fisher Scientific) in DMEM/F12, with GlutaMax. Cells were then mechanically dissociated by gentle pipetting, first using a glass Pasteur pipette, then using a P1000 pipette. Cells were strained through a 70-µm strainer to obtain single cells and remove debris/clumps. The total collection volume following dissociation was ~1.5–2 ml per mouse. To prepare the gradient; 15 ml Falcons containing 15% fresh BSA in DMEM were placed on ice. Cells were then gently added on top of gradient, being careful to avoid mixing the solutions together. Cells and gradient were then centrifuged at 80×*g* for 8 min at 4 °C. Supernatant was aspirated carefully and the cell pellet was resuspended in an appropriate solution. To confirm neuronal enrichment, cell samples before and after the gradient were placed into culture and imaged 2 h or 3 days post-plating or prepared for PCR.

### RNA-sequencing

Following the neuronal gradient, the cell pellet was resuspended in buffer RLT with beta-mercaptoethanol and transferred to a 1.5 ml DNA LoBind Eppendorf (Eppendorf). RNA was extracted using the RNeasy Micro kit following the protocol supplied with minor modifications. Lysate was homogenized by vortexing for 1 min, followed by the addition of 70% ethanol. The sample was centrifuged, flow-through discarded and Buffer RW1 added. The sample was centrifuged again, followed by on-column DNase I treatment. Samples were incubated with Dnase I in Buffer RDD for 15 min at RT, followed by the addition of Buffer RW1. Samples were centrifuged, then 80% fresh ethanol was added, and the samples were centrifuged again. Finally, samples were eluted into a 1.5 ml DNA LoBind Eppendorf with RNase-free water. RNA quality and concentration was determined using an RNA 6000 Pico Assay on the 2100 Bioanalyzer (Agilent). RNA with a quality RIN factor above 8 was used for sequencing.

Libraries were prepared using the TruSeq Stranded mRNA preparation kit using the low sample protocol. Poly(T)-attached magnetic beads were used for poly(A) RNA enrichment. This was followed by reverse transcription and library preparation. Sequencing was performed using Illumina HiSeq 4000 75-base-pair (bp) paired-end sequencing to obtain ~60 mil reads per sample. Sequences were demultiplexed, and adapters trimmed with bcl2fastq-v2.20 (Illumina) and read quality control was carried out using FastQC-v0.11.9 and trimming of reads less than Phred33 quality score 20 or remaining adapters with TrimGalore!-v0.6.6. RNA-seq analysis was run using the COMBINE lab’s Salmon-DESeq2 pipeline. Salmon-v1.6.0 was used in mapping-based mode to quantify read sets. Approximately 92% of reads were mapped to the M25 GENCODE reference mouse genome. Salmon’s output files were imported and converted for DESeq2 using Tximeta-v1.12.4, followed by differential expression analysis using DESeq2-v1.34.0 with R-v4.1.2. Normalized counts were generated using the median of ratios method in DESeq2. The dataset is available at NCBI GEO under the accession number GSE214722.

### ATAC-sequencing

ATAC-seq was performed as previously reported (Müller et al, 2023). Following the neuronal gradient, the cell pellet was resuspended in lysis buffer. Transposition reaction (Illumina) was carried out 10,000. DNA was purified using the PCR MinElute kit (QIAGEN) following the manufacturer’s instructions. After elution, DNA was amplified by 12-cycle PCR using barcoded primers. Samples were then purified using AMPure XP Beads (Beckman Coulter) following the manufacturer’s instructions using a left side selection (1.6x ratio). Libraries were run on the 2100 Bioanalyzer to determine DNA quality and size using a high-sensitivity DNA Assay and multiplexed. Sequencing was run using HiSeq 4000 (Illumina) 75 bp paired-end sequencing to obtain ~80 million read pairs per sample. Sequences were demultiplexed and adapters trimmed with bcl2fastq. Quality control, read alignment, signal track generation, and peak calling was carried out using the Kundaje lab’s ATAC-seq processing pipeline running Bowtie2 and MACS2 (https://github.com/kundajelab/atac_dnase_pipelines). Methods described previously (Palmisano et al, 2019) were used to examine differentially accessible genes at the promoter and enhancer regions. For promoter analysis, genomic bins 1000 bp upstream and downstream of the transcription start site (TSS) were created. Gene counts per genomic bin were obtained from the mapped reads using HTSeq-v0.6.1. For enhancer analysis, read counts per peak were obtained from the mapped reads using HTSeq-v0.6.1. Then, differential accessibility analysis was carried out using EdgeR-v3.8.6. To determine the enrichment compared to the background, the GenomicAlignment-v1.32.0 package was used to calculate the number of reads within each sample divided by the proportion of the genomes spanned by that type of region. Signal distribution plots were created using NGSplot-v2.47.1.

### Footprint and transcription factor analysis

ATAC-seq footprinting was performed using the TOBIAS suite of tools (Bentsen et al, 2020). To identify footprints within the differentially accessible regions (both promoter and enhancer), replicates for the Cited2 and GFP conditions were first merged. Single-base-resolution cut-site tracks were generated with TOBIAS ATACorrect, and continuous footprint scores were calculated across genomic regions using TOBIAS ScoreBigWig. Footprints were then associated with differentially accessible promoters (±1 kb) or enhancers (±0.5 kb).

Transcription factor (TF) activity dynamics were compared between Cited2 or GFP conditions using TOBIAS BINDetect, with motif matching performed against the JASPAR 2020 vertebrate non-redundant database. To further examine TF activity, Bivariate Genomic Footprinting (BaGfoot analysis was performed for promoters or enhancers.

### CUT&TAG-qPCR

Panobinostat (20 mg/kg; Selleckchem, UK) or vehicle control (DMSO) was administered systemically via intraperitoneal injection. After 3 h, DRGs were dissected, and total DRGs from two mice were pooled together per biological replicate. Samples were immediately flash-frozen in liquid nitrogen and stored at −80 °C.

All tubes (Eppendorf and Falcon) were pre-coated with 1% BSA 1 day prior to nuclei isolation to minimize wall adherence. Frozen DRGs were transferred from −80 °C into homogenization buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl₂, 20 mM Tricine-KOH, pH 7.8, 5 µg/mL actinomycin, 1% BSA, 0.15 mM spermine, 0.5 mM spermidine, EDTA-free protease inhibitor, phosphatase inhibitors, and 0.1% Triton X-100). After brief incubation on ice, tissue was homogenized using a pellet pestle (Kimble) for 15 s, followed by rinsing the pestle with homogenization buffer. Homogenates were allowed to settle, then filtered sequentially through 70 µm and 40 µm filters, repeating as necessary.

Nuclei were then incubated with anti-NeuN Alexa Fluor™ 488 antibody (Merk, MAB377X; 1:100) for 2 h at 4 °C. Samples were washed twice in homogenization buffer (1100×*g*, 5 min). Pellets were resuspended in 1.5 mL homogenization buffer containing DAPI (1:1000; 0.1 mg/mL). DAPI⁺/NeuN⁺ nuclei were sorted on a FACSAria II cell sorter directly into 100 µL homogenization buffer. A total of 100,000 nuclei were collected per sample.

Bench-top CUT&Tag was performed as described previously (Kaya-Okur and Henikoff, 2019) with minor modifications. Sorted nuclei were mildly fixed in 0.5% paraformaldehyde for 1 min at room temperature and quenched with glycine (125 mM final concentration) for 5 min. Nuclei were washed twice in PBS and resuspended in 100 µL wash buffer (20 mM HEPES, pH 7.6, 150 mM NaCl, 2 mM EDTA, and 0.5 mM spermidine). Concanavalin A-coated magnetic beads (Bangs Laboratories, BP531) were prepared as previously described, and 10 µL activated beads were added per sample in PCR strip tubes, followed by incubation at room temperature for 10 min. Beads were placed on a magnetic rack, supernatant was removed, and bead-bound nuclei were resuspended in 100 µL antibody buffer (20 mM HEPES, pH 7.6, 150 mM NaCl, 2 mM EDTA, 0.5 mM spermidine, 0.05% digitonin, protease inhibitor, and 1% BSA) for 1 h at room temperature to block. Primary antibody against H3K27ac (Abcam ab177178; 1:50) was added and incubated overnight at 4 °C with shaking on a thermal mixer (600 rpm). After magnetic clearing and removal of unbound primary antibody, guinea pig anti-rabbit IgG secondary antibody (Antibodies online, ABIN101961, 1:100 in Dig-wash buffer) was added for 1 h at room temperature. Nuclei were washed three times with Dig-wash buffer. Samples were resuspended in 50 µL Dig-300 buffer (20 mM HEPES pH 7.5, 300 mM NaCl, 0.5 mM spermidine, protease inhibitor, 0.05% digitonin), and CUTANA™ pAG-Tn5 (1:150; Epicypher 15-1017) was added. Binding proceeded for 1 h at room temperature with shaking (800 rpm). After three Dig-wash buffer washes, nuclei were resuspended in 50 µL tagmentation buffer (10 mM MgCl₂ in Dig-300 buffer) and incubated at 37 °C for 1 h.

To terminate tagmentation, 100 µL Proteinase K/SDS solution (0.5 mg/mL Proteinase K, 0.5% SDS, 10 mM Tris-HCl, pH 8.0) was added. Samples were vortexed briefly (2 s) and incubated at 55 °C for 1 h. After centrifugation, supernatants were cleared on a magnetic rack, transferred to new tubes, and processed using the Zymo DNA Clean & Concentrator kit (Zymo Research D4013), eluting in 23 µL elution buffer.

For PCR amplification, 21 µL purified DNA was combined with 2 µL universal i5 and uniquely barcoded i7 primers, and 25 µL NEBNext HiFi 2× PCR Master Mix. Samples were cycled as follows: 72 °C 5 min; 98 °C 30 s; 18 cycles of 98 °C 10 s, 63 °C 30 s; 72 °C 1 min; hold at 8 °C. Libraries were cleaned using 1.3× Ampure XP beads (Beckman Coulter) with two 80% ethanol washes and eluted in 25 µL 10 mM Tris-HCl, pH 8.0.

H3K27ac CUT&TAG library was used to quantify the relative fold signal at the H3K27ac sites using Cited2 promoter-specific primers (TSS1, TSS2, Middle, Distal) by using SYBR-based qPCR. Reactions contained 1 µL library, 10 µL KAPA SYBR FAST qPCR Master Mix (KK4601), 0.4 µL each of 10 µM forward and reverse primers, 0.4 µL ROX Low, and nuclease-free water to 20 µL. The cycling program was: 95 °C 5 min; 39 cycles of 95 °C 20 s, 60 °C 30 s, 72 °C 45 s; followed by a melt curve up to 90 °C. Relative enrichment was calculated using the ΔΔCt method, comparing four Cited2 promoter H3K27ac-positive regions to the GAPDH H3K27ac-positive promoter as an internal control.

### Gene Ontology (GO) and KEGG analysis

Gene Ontology (GO) and KEGG pathway analysis was carried out using DAVID (Database for Annotation, Visualization, and Integrated Discovery)-v2021 (Huang et al, 2009) and ClueGo via Cytoscape-v3.9.1 for all differentially expressed or accessible genes using all expressed or accessible genes within the DRG as background. Differentially expressed or accessible genes were only considered if *p* < 0.05 and >4 genes were enriched for each term. GO and KEGG terms were filtered by *p* < 0.01. Graphs and dot plots were made using Graphpad Prism v9.4.0 or using ggplot2 v3.3.6 in R, respectively.

### Dataset correlation analysis

Raw fastq files from previously published datasets (Tedeschi et al, 2016; Data Ref: Tedeschi et al, 2016; Palmisano et al, 2019; Data Ref: Hervera et al, 2018; Data Ref: Southard-Smith et al, 2014) were extracted from NCBI by using the SRAtoolkit-v2.11.2 and submitted to the same Salmon-DESeq2 pipeline to permit valid comparisons between datasets. Correlation analysis (Fisher’s exact test, odds ratio) was carried out using the GeneOverlap package and Pearson’s correlation analysis in R for differentially expressed genes with *p* < 0.05 and/or FDR <0.05. Integrated ATAC-seq and RNA-seq correlation analysis was carried out following previously published methodology (Starks et al, 2019) to examine the correlation between gene expression and promoter accessibility of genes after Cited2 overexpression. Venn diagrams showing gene overlaps were created using BioVenn and Adobe Illustrator.

### Quantification and statistical analysis

All experiments were performed in a blind manner following systematic randomization of the samples. The appropriate *N* for each experiment was selected following power calculations. Two-tailed Student’s *t*-tests were performed for comparing a single variable between two groups (or Welch’s *t*-test in the case of a non-normal distribution), one- or two-way analysis of variance (ANOVA) with Sidak/Tukey’s multiple-comparison post hoc test, or a mixed-effects ANOVA with uncorrected Fisher’s LSD post hoc test. All values are reported as mean ± standard deviation (SD). Sample sizes are indicated in figure legends, and significance was defined as *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns not significant.

### Graphics

Graphics were created with BioRender.com.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Source data Fig. 9

Figure EV2 Source Data

Expanded View Figures

## Figures and Tables

**Figure EV1:**
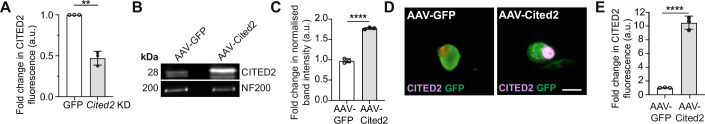
Cited2 downregulation and overexpression. (**A**) Quantification of Cited2 knockdown in cultured DRG neurons (*t*-test, *p* = 0.0092, *n* = 3 independent biological replicates, about 50 cells per replicate). (**B**, **C**) Confirmation and quantification of CITED2 overexpression efficiency following AAV-GFP or AAV-Cited2-GFP in DRG cultured neurons using immunoblotting analysis. Band intensity normalized against NF200 (*t*-test, *p* = 1.492 × 10^−5^, *n* = 3 independent biological replicates). (**D**, **E**) Confirmation and quantification of CITED2 overexpression (magenta) in GFP^+^ DRG cultured neurons after addition of AAV-GFP or AAV-Cited2-GFP (*t*-test, *p* = 4.516 × 10^−5^, *n* = 3 independent biological replicates, about 50 cells per replicate). Scale bar: 20 µm. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns not significant. All error bars shown as standard deviation (SD).

**Figure EV2:**
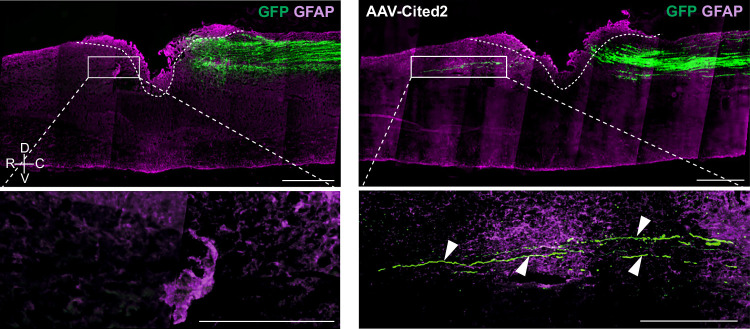
Additional representative micrographs of AAV-GFP or AAV-Cited2-GFP overexpression. AAV-Cited2-GFP promoted axon growth into and past the lesion site (green, white arrows) 6 weeks post-SCI. GFAP (magenta) was used to determine the lesion site (white dotted line). Scale bar: 200 µm. Scale bar zoomed inset: 100 µm. Source data are available online for this figure.

**Figure EV3:**
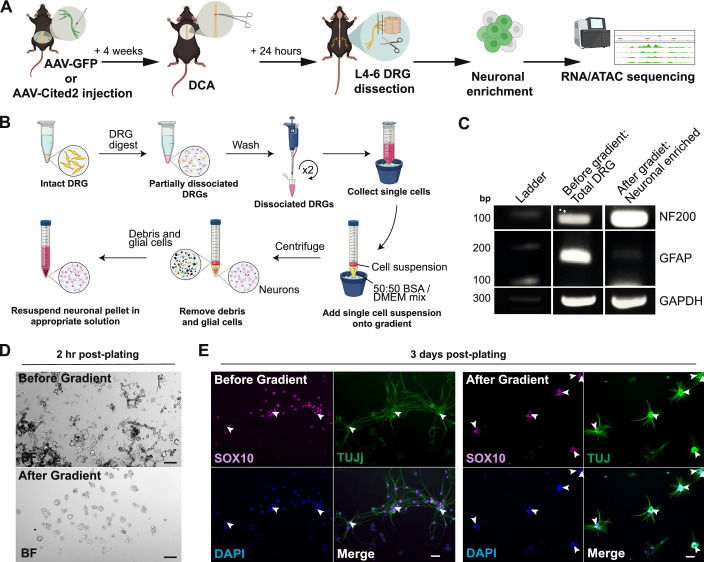
Confirmation of neuronal enrichment following gradient separation. (**A**, **B**) Experimental design (made with BioRender). (**C**) mRNA expression as determined by reverse transcription (RT)-PCR with neuronal markers (NF200) or glial markers (GFAP) before and after neuronal gradient separation. GAPDH was used to normalize band intensity. (**D**) Representative brightfield micrographs of DRG cells before and after neuronal gradient. (**E**) SOX10 (magenta) and beta 3 tubulin (TUJ, green) immunostaining in DRG cells before and after neuronal gradient. Scale bar: 50 µm.

**Figure EV4:**
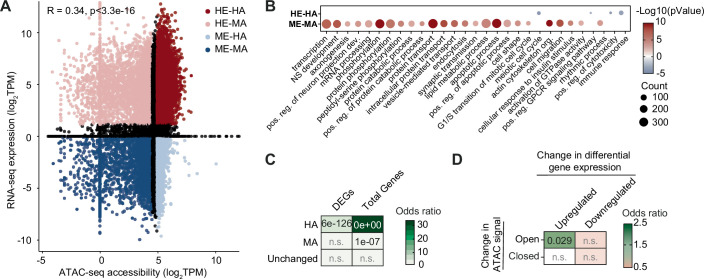
Gene expression and chromatin accessibility after Cited2 overexpression and SCI. (**A**) Correlation analysis between gene expression (RNA-seq) and chromatin accessibility (ATAC-seq) following Cited2 overexpression [Spearman correlation *p* value < 3.714 × 10^−7^, *R*^2^ = 0.34] using log2 of normalized TPM. Genes are split into four categories: highly expressed and highly accessible (HE-HA 7582 genes) if their normalized TPM is higher than the 75th percentile of the data; low-to-medium expression and low-to-medium accessibility (ME-MA 6420 genes) if their TPM is lower than the 50th percentile of the data; highly expressed and low-to-medium accessibility (HE-MA 4336 genes); and low-to-medium expression and high accessibility (ME-HA 2396 genes). Black dots indicate genes that do not fall into any category. (**B**) GO and KEGG analysis of HA-HE or ME-MA genes. *P* values are calculated using a modified Fisher’s exact test as described in DAVID (Huang et al, 2009). (**C**) Odds ratio and Fisher’s exact tests between differentially expressed (DEGs, *p* < 0.05) or non-differentially expressed (Total genes, *p* > 0.05) genes and genes showing high accessibility (HA), low-to-medium accessibility (MA), or unchanged accessibility (UA). (**D**) Odds ratio and Fisher’s exact tests between changes in differential gene expression (DEGs, *p* < 0.05) and changes in chromatin accessibility (ATAC signal, *p* < 0.05). Color represents correlation (odds ratio) while numbers represent significance (Fisher’s exact test).

**Figure EV5:**
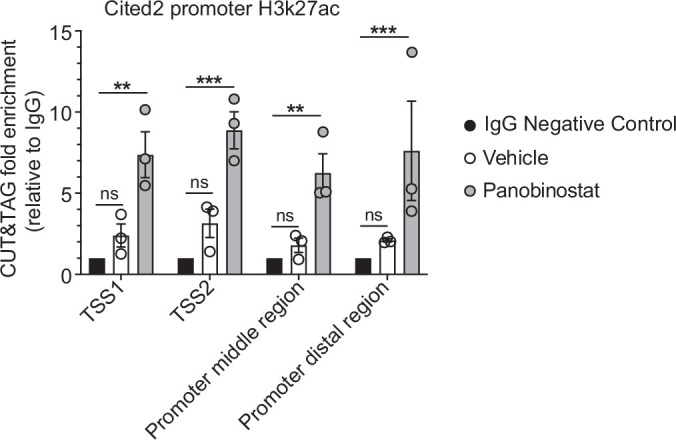
Panobinostat increases H3k27ac occupancy at the *Cited2* promoter in adult DRG neurons. CUT&Tag qPCR quantification of H3k27ac at two TSS sites (TSS1 and TSS2), the middle promoter region, and the distal promoter region. Data were expressed relative to the IgG-negative control. Two-way ANOVA with Dunnett’s post hoc test (Group: *f*(2,24) = 36, *p* = 5.010 × 10^−8^; Region: *f*(3,24) = 0.6, *p* = 0.5661; Interaction score: *f*(6,24) = 0.2, *p* = 0.9601. Displayed is the Treatment *p* value. IgG vs Panobinostat—TSS1, *p* = −0.0011; TSS2, *p* = 0.0001; middle promoter region, *p* = 0.0063; distal promoter region, *p* = 0.0008; IgG vs vehicle, not significant for all regions. *n* = 3 independent biological replicates per group. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. ns not significant. All error bars shown as standard deviation (SD).

## Data Availability

All data were available in the main text or the Appendix. Cited2 overexpression versus GFP control RNA-seq and ATAC-seq datasets are deposited at GEO and are publicly available as of the date of publication under the accession numbers GSE214722 and GSE224110, respectively. All materials or data requests should be addressed to the corresponding author. This paper analyses existing, publicly available data. The accession numbers for the datasets are listed in the methods. This paper does not report original code. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-026-00385-w.

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 1 — Appendix

APPENDIX

Table of Contents

SUPPLEMENTARY FIGURES

Appendix Figure S1.....	page 2
Appendix Figure S2.....	page 3
Appendix Figure S3.....	page 4
Appendix Figure S4.....	page 5
Appendix Figure S5.....	page 6
Appendix Figure S6.....	page 7
Appendix Figure S7.....	page 9

SUPPLEMENTARY TABLES

Appendix Table S1.....	page 10

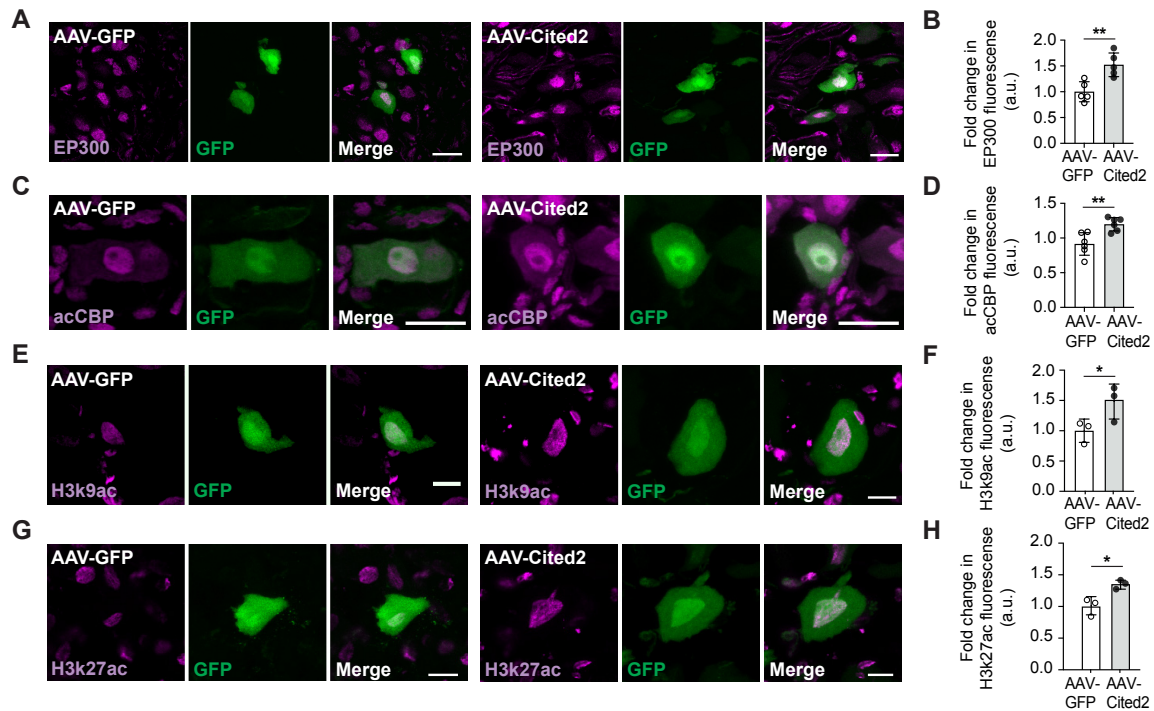

Appendix Figure S1. CITED2 overexpression increases EP300, acCBP and histone H3 acetylation six weeks post-SCI. (A-B) EP300 immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression six weeks post-SCI ($p < 0.01$ by t-test, $n = 5$ independent biological replicates). (C-D) Acetylated CBP (acCBP) immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression six weeks post-SCI ($p < 0.01$ by t-test, $n = 5$ independent biological replicates). (E-F) H3k9ac immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression six weeks post-SCI ($p < 0.05$ by t-test, $n = 3$ independent biological replicates). (G-H) H3k27ac immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression six weeks post-SCI ($p < 0.05$ by t-test, $n = 3$ independent biological replicates). DRG neurons were analyzed throughout the thickness of the sciatic DRG. Scale bar: 20 μm . *Related to Figure 4.*

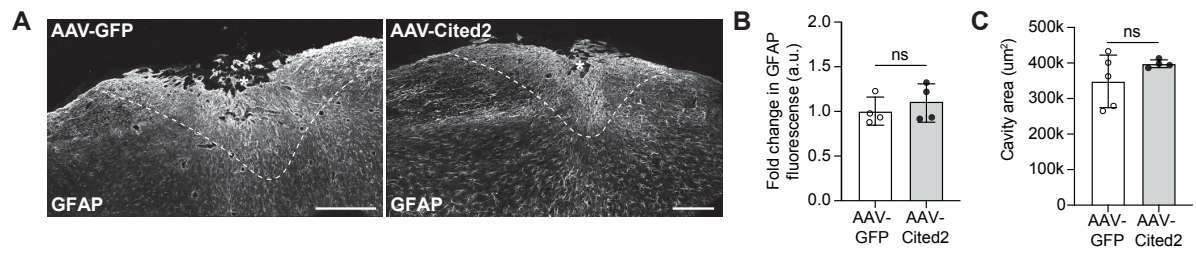

Appendix Figure S2. Cited2 overexpression neither affects GFAP expression nor lesion size. (A-B) GFAP intensity (grey) around SCI site (white asterisk) and cavity size (dotted line) after AAV-GFP or AAV-Cited2-GFP overexpression six weeks post-SCI with quantification of fold change in GFAP intensity (t-test, $n=4$ independent biological replicates). **(C)** Quantification of cavity size in AAV-GFP and AAV-Cited2-GFP overexpressed mice (t-test, $n=4$ and 5 independent biological replicates). Scale bar: $200\ \mu\text{m}$. *Related to Figure 4.*

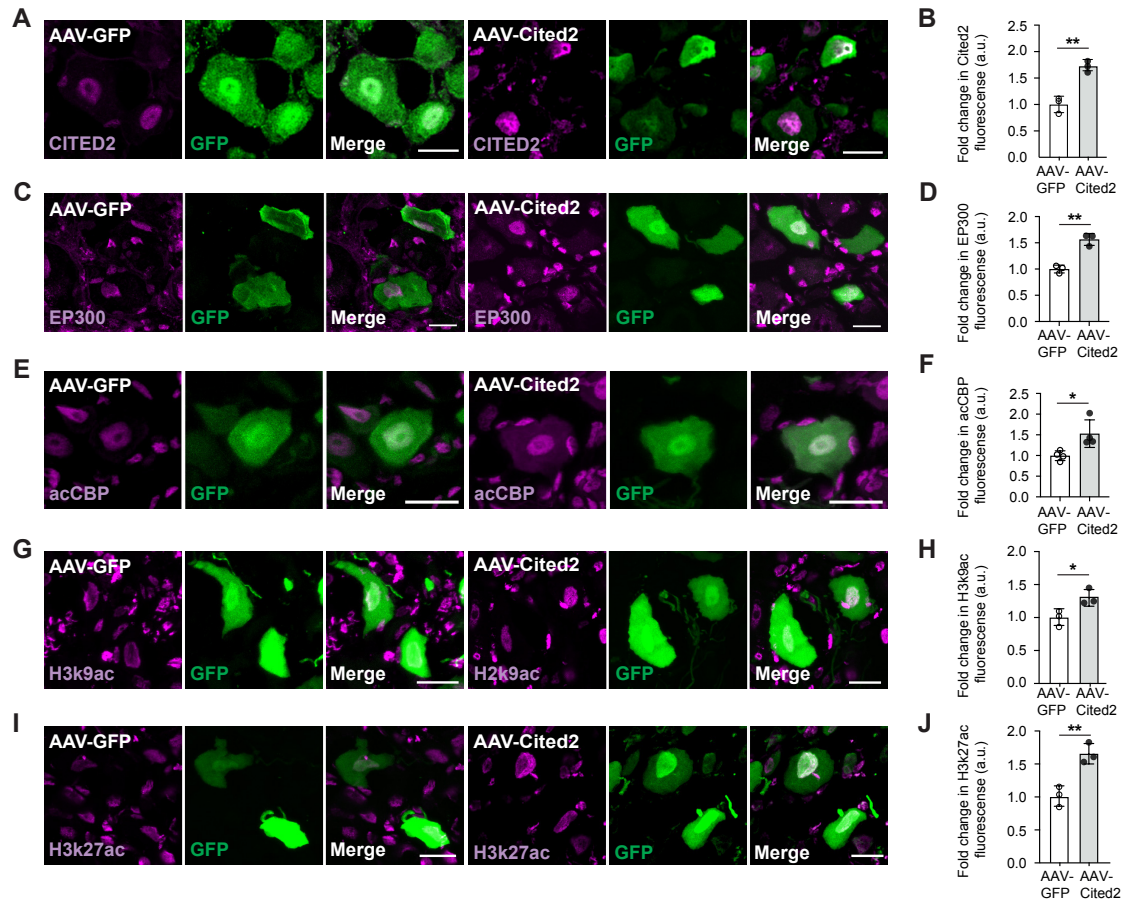

Appendix Figure S3. Cited2 overexpression promotes Cited2, EP300, acCBP expression and histone H3 acetylation post-SCI. (A-B) CITED2 immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression 24 hours post-SCI ($p < 0.001$ by t-test, $n = 3$ independent biological replicates). (C-D) EP300 immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression 24 hours post-SCI ($p < 0.001$ by t-test, $n = 3$ independent biological replicates). (E-F) AcCBP immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression 24 hours post-SCI ($p < 0.05$ by t-test, $n = 4$ independent biological replicates). (G-H) H3k9ac immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression 24 hours post-SCI. ($p < 0.05$ by t-test, $n = 3$ independent biological replicates). (I-J) H3k27ac immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression 24 hours post-SCI ($p < 0.001$ by t-test, $n = 3$ independent biological replicates). DRG neurons were analyzed throughout the thickness of the sciatic DRG. Scale bar: 20 μm . *Related to Figure 5.*

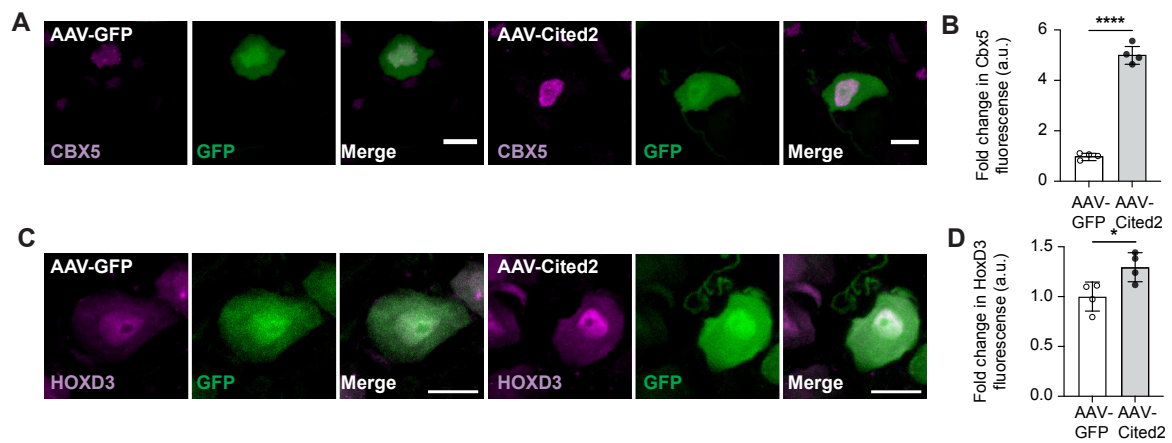

Appendix Figure S4. Cited2 overexpression increases CBX5 and HoxD3 expression post-SCI. (A-B) CBX5 immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression 24 hours post-SCI ($p < 0.0001$ by t -test, $n = 4$ independent biological replicates). **(C-D)** HOXD3 immunostaining (magenta) in DRG neurons after AAV-GFP or AAV-Cited2-GFP overexpression 24 hours post-SCI ($p < 0.05$ by t -test, $n = 4$ independent biological replicates). DRG neurons were analyzed throughout the thickness of the sciatic DRG. *Related to Figure 5.*

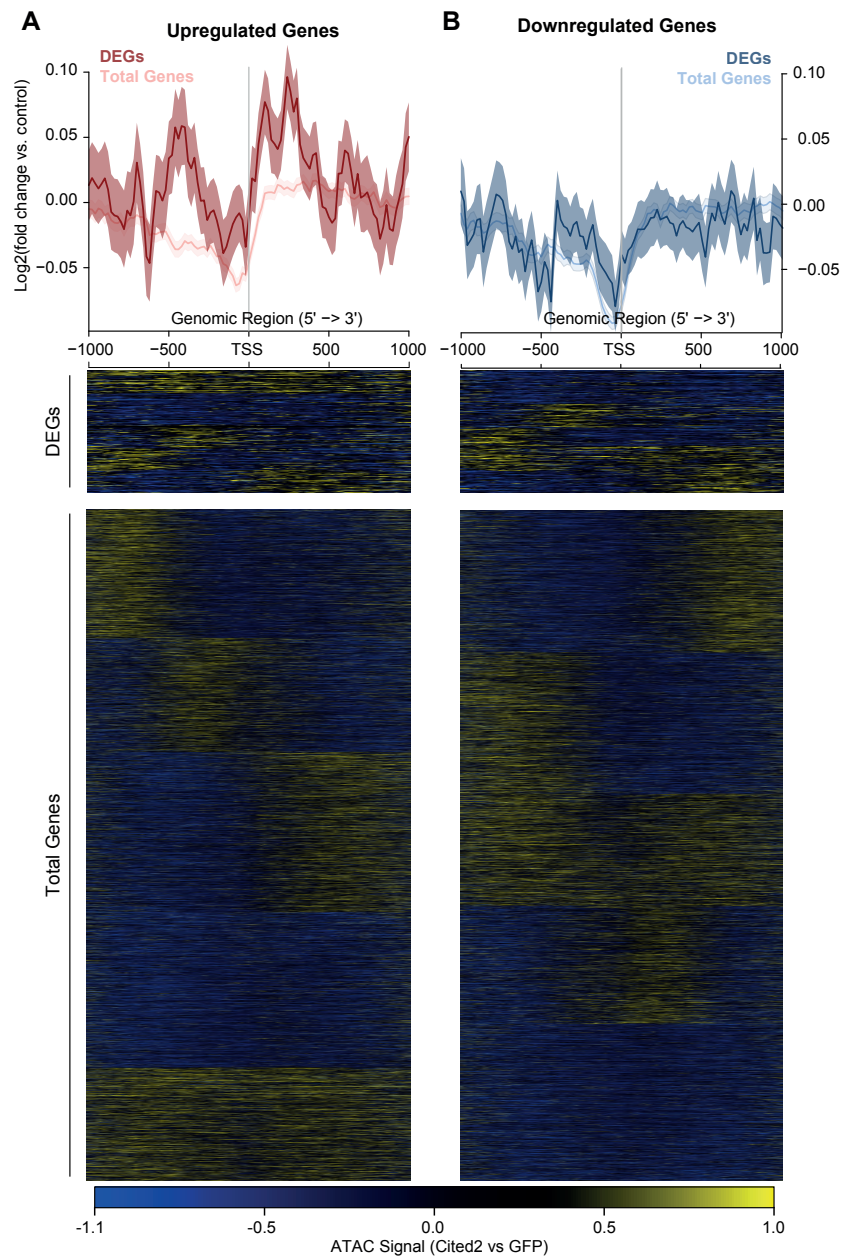

Appendix Figure S5. ATAC signal and gene expression signatures following Cited2 overexpression after SCI. (A-B) ATAC-seq signal density plots and heatmaps for differentially (DEGs; $p < 0.05$) up (A) and downregulated (B) or total genes after CITED2 overexpression versus GFP control at genomic regions 1kb upstream and downstream of the transcription start site (TSS).

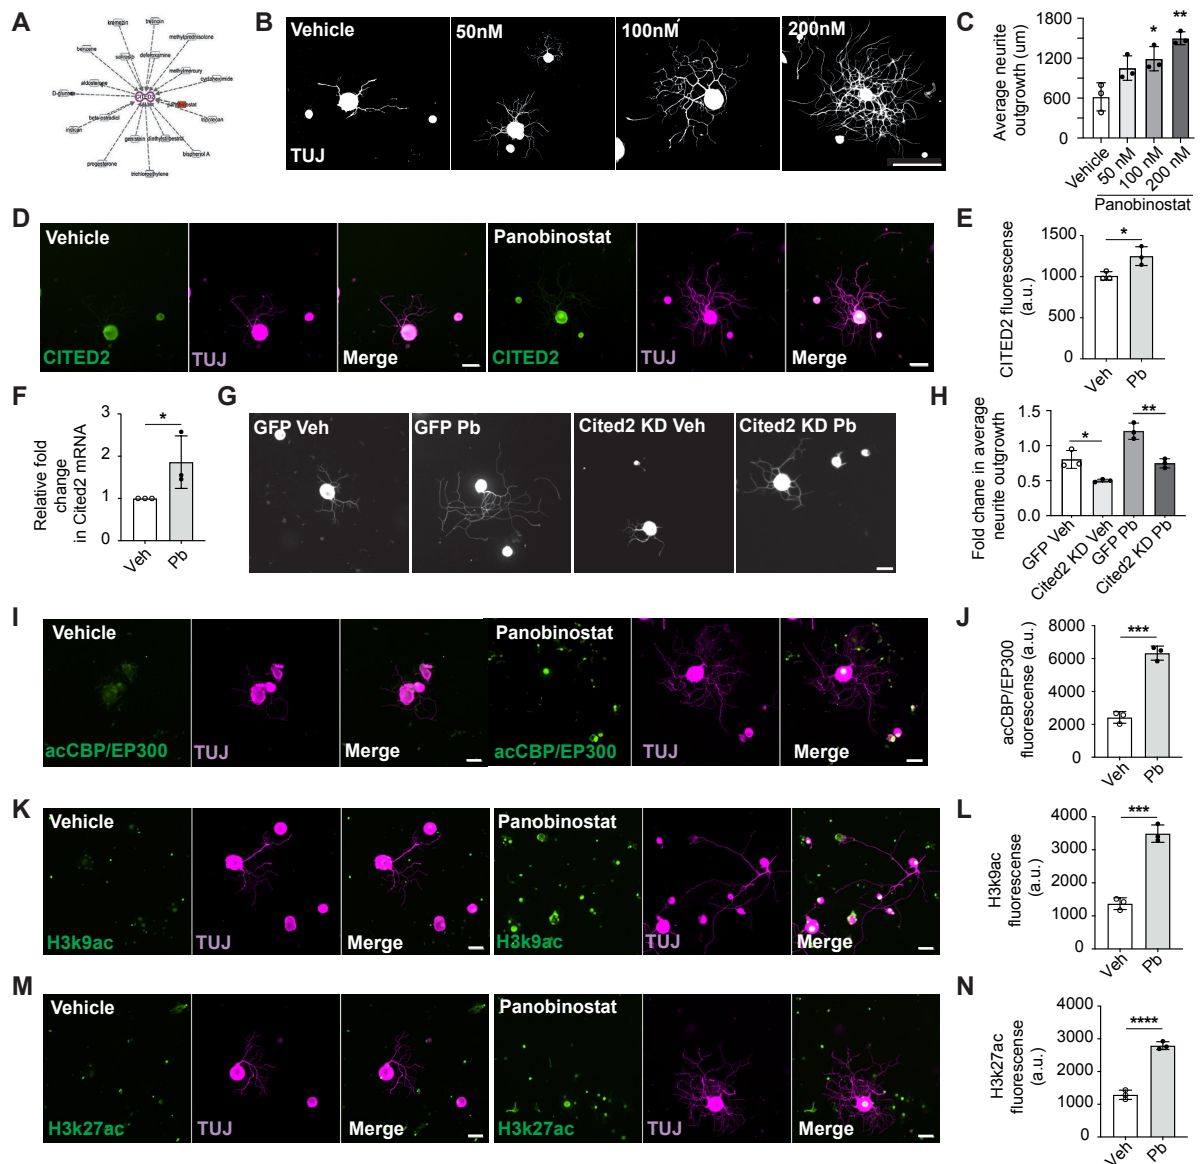

Appendix Figure S6. Panobinostat delivery to cultured DRG neurons promotes Cited2-dependent neurite outgrowth. (A) Ingenuity Pathway Analysis identifies the small molecule pharmacological compound, Panobinostat, predicted to promote CITED2 expression. (B-C) Neurite outgrowth (TUJ, grey) following vehicle or 50 nM, 100 nM, or 200 nM Panobinostat in cultured DRG neurons. One-way ANOVA with Tukey's post hoc test; $n=3$ biological replicates. Treatment: $f(3,8)=13.29$, $p<0.01$. Scale bar: 200µm. (D-E) CITED2 expression (green) 1 after delivery of vehicle or 200 nM Panobinostat in DRG cultured neurons (TUJ, magenta) (Vehicle: 1010 ± 50.93 ; Panobinostat: 1250 ± 114.2 , $p<0.05$ by t-test, $n=3$ biological replicates). Scale bar: 50µm. (F) Relative fold change in Cited2 mRNA expression level normalized to beta-actin, assessed by qPCR analysis from cultured DRGs 2 hours after vehicle or 200 nM Panobinostat delivery (Vehicle: 1.0 ± 0.00 ; Panobinostat: 1.86 ± 0.62 , $p<0.05$ by t-test, $n=3$ biological replicates). (G-H) Mean neurite outgrowth of cultured DRG neurons electroporated with CRISPR-Cas9-GFP double nickase vs double nickase plasmid containing a non-targeting guide RNA and GFP followed by delivery of vehicle or 200 nM Panobinostat. One-way ANOVA with Tukey's post hoc test; $n=3$ biological replicates. Treatment: $f(3,8)=30.02$, $p<0.001$. Scale bar: 50 µm. (I-J) Representative micrographs of acCBP/EP300 expression (green) after delivery of vehicle or 200 nM Panobinostat in DRG cultured neurons (TUJ, magenta) (Vehicle: 2418 ± 352.0 ; Panobinostat: 6329 ± 428.2 , $p<0.001$ by t-test, $n=3$ biological replicates). Scale bar: 50µm. (K-L) H3k9ac (green) 1

after delivery of vehicle or 200 nM Panobinostat in DRG cultured neurons (TUJ, magenta) (Vehicle: 1396 ± 177.5 ; Panobinostat: 3489 ± 262.4 , $p < 0.001$ by t-test, $n=3$ biological replicates). Scale bar: 50 μm . **(M-N)** H3k27ac (green) after delivery of vehicle or 200 nM Panobinostat in DRG cultured neurons (TUJ, magenta) (Vehicle: 1290 ± 141.5 ; Panobinostat: 2792 ± 119.5 , $p < 0.0001$ by t-test, $n=3$ biological replicates). Scale bar: 50 μm .

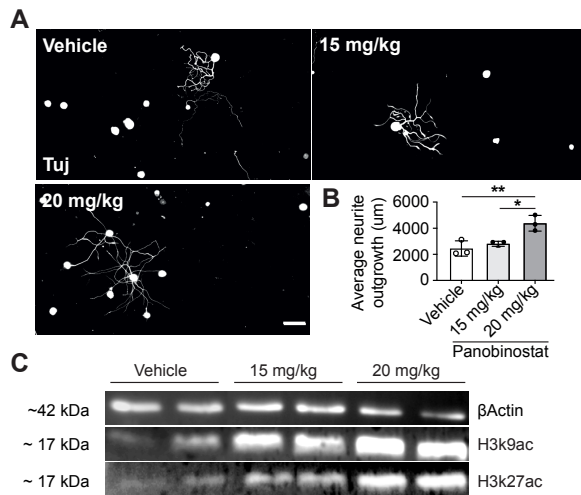

Appendix Figure S7. *Ex vivo* delivery of 20 mg/kg Panobinostat promotes neurite outgrowth and histone H3 acetylation. (A-B) *Ex vivo* neurite outgrowth (TuJJ, grey). Vehicle, 15 mg/kg, or 20 mg/kg Panobinostat delivered systemically via i.p. injections for five days. On day five, the last injection is given two hours before mice are killed and DRG dissected and processed for cell culture. DRG neurons are cultured for 24 hours prior to neurite outgrowth analysis. One-way ANOVA with Tukey's post hoc test; $n=3$ biological replicates. Treatment: $f(2,6)=12.81$, $p<0.01$. **(C)** Western blot analysis of H3k9ac and H3k27ac from sciatic DRG following daily treatment with vehicle or Panobinostat for five days. On day five, the last injection is given two hours before mice are killed and DRG dissected and processed for Western blotting. Band intensity has been normalized against beta-actin. Scale bar: 100 μm .

Table EV1: Predicted protein interactors of CITED2

**Name**	**FP Class score**	**Name**	**FP Class score**
UBE2I	0.8826	NPM1	0.5376
EP300	0.8826	JMY	0.5371
CREBBP	0.8826	THRA	0.5357
JUN	0.8695	RORA	0.5352
TFAP2A	0.8695	SMAD2	0.5325
BCL6	0.8354	SREBF2	0.5196
MAF	0.7793	NCOA6	0.5165
PROX1	0.7659	DERA	0.5123
GATA4	0.7532	RUNX1	0.5112
NFIL3	0.727	STAT6	0.5096
HNF4A	0.7167	YBX1	0.5075
FOXO1	0.7158	MED14	0.5028
CTNNB1	0.7113	NAP1L1	0.4962
SP1	0.6885	NFATC2	0.4949
TP53	0.6798	PCNA (PCNA)	0.4949
NR0B2	0.673	EGR1	0.4949
VDR	0.6562	TAL1	0.4847
MAP3K5	0.6529	CDX2	0.4826
FOS	0.6428	PTMA	0.4824
SS18	0.6384	BCL3	0.4813
AR	0.6358	CITED4	0.4801
E2F5	0.6287	ELK1	0.4776
NFYB	0.6287	YY1	0.4747
STAT3	0.6264	DDX5	0.4723
KLF5	0.6181	GPS2	0.4679
ETS2	0.6181	MYOD1	0.4645
CEBPB	0.6146	RUNX3	0.4565
TCF3	0.6143	NFKBIA	0.4556
NBN	0.6104	KLF6	0.4533
TFAP2C	0.5956	SOX9	0.4484
HIF1A	0.5936	DTX1	0.4456
MEF2A	0.5914	STAT2	0.441
CREB1	0.5864	GTF2B	0.438
APC	0.5856	STAT5B	0.4356
ZNHIT3	0.5812	HIST4H4	0.4323
SMAD4	0.5749	MEF2D	0.4304
SMAD7	0.5731	ZBTB17	0.4284
MAML1	0.5655	HNRNPU	0.4224
TFAP2B	0.5644	MEF2C	0.4217
SMAD3	0.5617	ATF4	0.4201
PAX6	0.5596	RB1	0.4198
TWIST1	0.5561	MED1	0.4148

**NR2C2**	0.5549	**RECQL4**	0.4136
**PPARG**	0.5548	**STAT5A**	0.4136
**HMG2**	0.5509	**TP73**	0.4124
**ETV4**	0.5439	**FHL2**	0.4099
**IRF2**	0.5416	**IRF3**	0.4087
**ETS1**	0.541	**HNF1A**	0.4078
**PPARD**	0.5401	**TRERF1**	0.406
**HDAC3**	0.54	**MAOA**	0.4011

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 10 — Source data Fig. 1

Data is related to a large deposited datasets.Analysis available in Datasets EV1 and EV2 (separate files).

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 11 — Source data Fig. 2

Z-stack max projection representative confocal image 40xDRG Brightness adjusted to same valueRecoloredChannel 1 = Cited2 Channel 2 = beta 3 TubulinChannel 3 = Dapi

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 11 — Source data Fig. 2

Cited2 Immunoblotting in DRG neurons after Sham or SNA. LUTs inverted

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 12 — Source data Fig. 3

DRG neurite outgrowthBrightness adjusted to same valueChannel 1 =  beta 3 TubulinChannel 2 = GFP

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 12 — Source data Fig. 3

Plated DRG neuronBrightness adjusted to same valueChannel 1 =  Cited2 Channel 2 = GFP

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 12 — Source data Fig. 3

   Immunoblotting after CITED2 over expression in F11 cell lysates.Normalised to GAPDHTop GAPDH, Bottom Cited2Lanes:Cited2-1, GFP-1, GFP-2, Cited2-2, GFP-3, CIted2-3

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 12 — Source data Fig. 3

DRG neurite outgrowth on myelin or laminin substratesBrightness adjusted to same valueChannel 1 =  beta 3 TubulinChannel 2 = Cited2

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 13 — Source data Fig. 4

Z-stack max projection representative confocal image 20xSpinal cordImage rotate, flipped, resizedBrightness, contrast adjusted, noise reducedRecoloredChannel 1 = GFAP Channel 2 = GFPChannel 3 = Dapi

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 13 — Source data Fig. 4

Z-stack max projection representative confocal image 40xDRGBrightness, contrast adjusted, noise reducedRecoloredChannel 1 = Cited2 Channel 2 = GFPChannel 3 = Dapi

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 14 — Source data Fig. 5

Data is related to a large deposited datasets.Analysis available in Datasets EV3 and EV4 and EV5 (separate files).

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 15 — Source data Fig. 6

Data is related to a large deposited datasets.Analysis available in Datasets EV6 (separate files).

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 16 — Source data Fig. 7

Data is related to a large deposited datasets.Analysis available in Datasets EV6 and EV7 (separate files).

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 17 — Source data Fig. 8

Microscopy images of cultured embryonic DRG neuronsSource images for part of panel A provided by collaborator.Brightness adjustedFor panel A:Channel 1 = DapiChannel 2 = GFPChannel 3 = beta 3 tubularFor panel C and E:Channel 1 = DapiChannel 2 = GFPChannel 3 CBX5 or HOXD3Channel 4 = beta 3 tubular

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 17 — Source data Fig. 8

## Slide 1

AAV-GFP
AAV-Cited2-GFP
βIII-TUB
Cited2-GFP
βIII-TUB
Multipolar
Pseudo-unipolar
Non-differentiated

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 18 — Source data Fig. 9

Spinal cord confocal images. Stitched, max z stack projection.Brightness  and contrast adjustedFor panel B:Recoloured Channel 1 = GFAPChannel 2 = Dextran For panel GLUTs inverted

# Supplementary material for: CITED2 is a druggable epigenetic switch coupling neuronal maturation to regenerative decline
**Source:** EMBO Mol Med. 2026 Feb 23;18(4):1174–201. doi: 10.1038/s44321-026-00385-w
**Supplement:** Supplementary file 20 — Expanded View Figures

Expanded View Figures

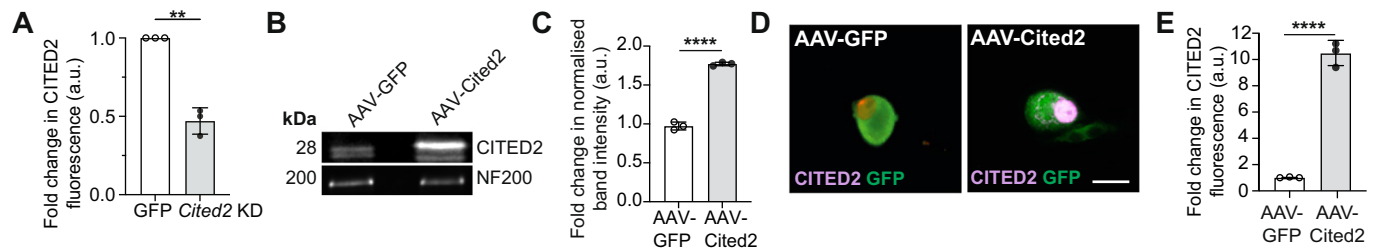

Figure EV1. Cited2 downregulation and overexpression.

(A) Quantification of Cited2 knockdown in cultured DRG neurons (t-test, $p = 0.0092$, $n = 3$ independent biological replicates, about 50 cells per replicate). (B, C) Confirmation and quantification of CITED2 overexpression efficiency following AAV-GFP or AAV-Cited2-GFP in DRG cultured neurons using immunoblotting analysis. Band intensity normalized against NF200 (t-test, $p = 1.492 \times 10^{-5}$, $n = 3$ independent biological replicates). (D, E) Confirmation and quantification of CITED2 overexpression (magenta) in GFP⁺ DRG cultured neurons after addition of AAV-GFP or AAV-Cited2-GFP (t-test, $p = 4.516 \times 10^{-5}$, $n = 3$ independent biological replicates, about 50 cells per replicate). Scale bar: 20 μm. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, and **** $p < 0.0001$. ns not significant. All error bars shown as standard deviation (SD).

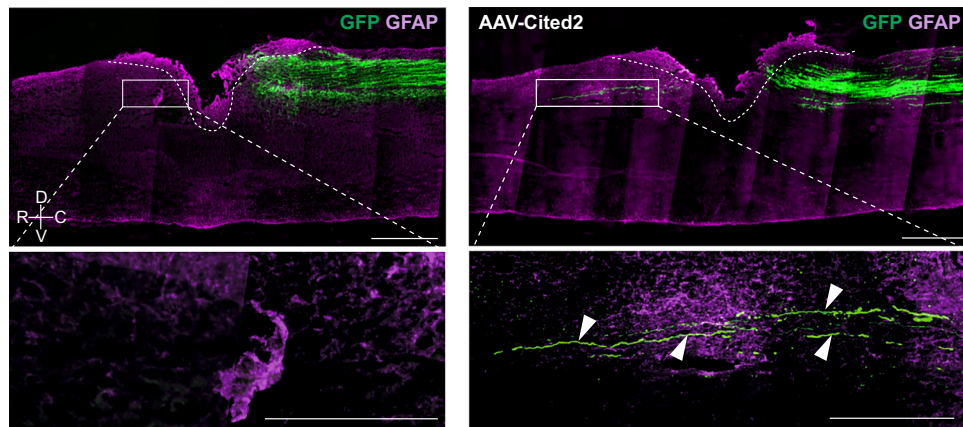

Figure EV2. Additional representative micrographs of AAV-GFP or AAV-Cited2-GFP overexpression.

AAV-Cited2-GFP promoted axon growth into and past the lesion site (green, white arrows) 6 weeks post-SCI. GFAP (magenta) was used to determine the lesion site (white dotted line). Scale bar: 200 μ m. Scale bar zoomed inset: 100 μ m. Source data are available online for this figure.

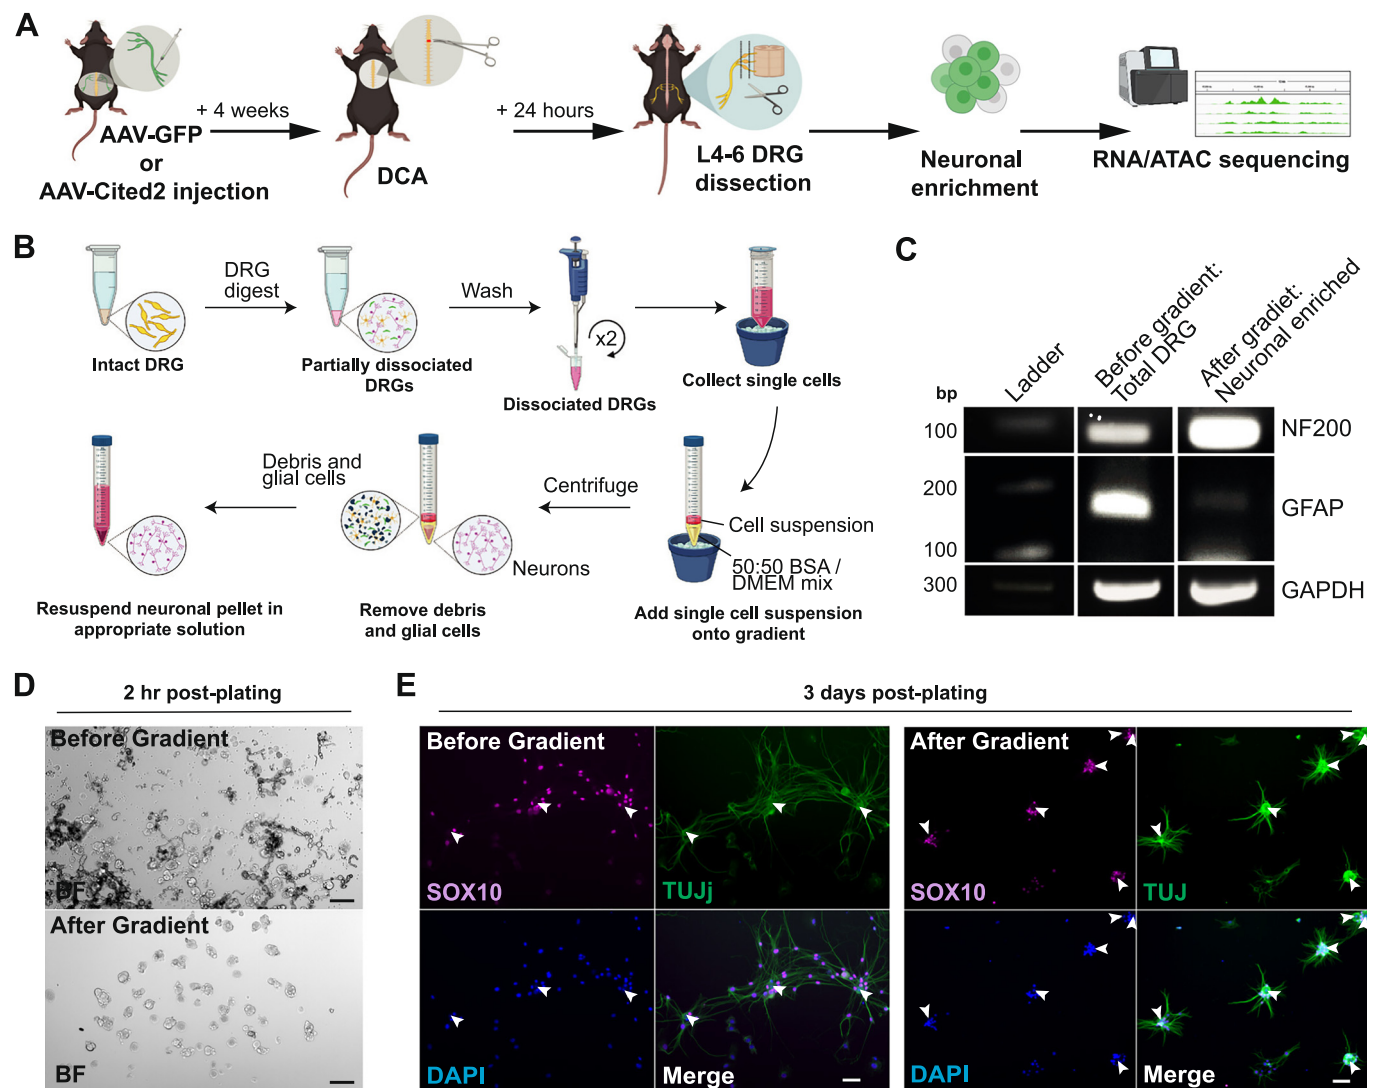

Figure EV3. Confirmation of neuronal enrichment following gradient separation.

(A, B) Experimental design (made with BioRender). (C) mRNA expression as determined by reverse transcription (RT)-PCR with neuronal markers (NF200) or glial markers (GFAP) before and after neuronal gradient separation. GAPDH was used to normalize band intensity. (D) Representative brightfield micrographs of DRG cells before and after neuronal gradient. (E) SOX10 (magenta) and beta 3 tubulin (TUJ, green) immunostaining in DRG cells before and after neuronal gradient. Scale bar: 50 μ m.

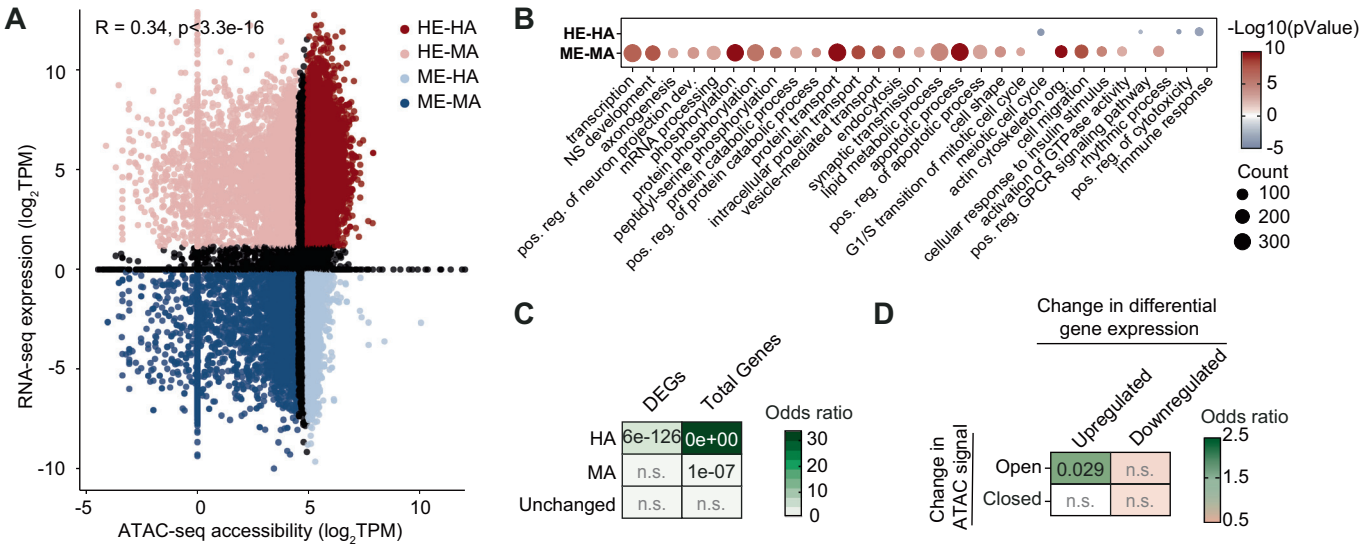

Figure EV4. Gene expression and chromatin accessibility after Cited2 overexpression and SCI.

(A) Correlation analysis between gene expression (RNA-seq) and chromatin accessibility (ATAC-seq) following Cited2 overexpression [Spearman correlation p value $< 3.714 \times 10^{-7}$, $R^2 = 0.34$] using $\log_2$ of normalized TPM. Genes are split into four categories: highly expressed and highly accessible (HE-HA 7582 genes) if their normalized TPM is higher than the 75th percentile of the data; low-to-medium expression and low-to-medium accessibility (ME-MA 6420 genes) if their TPM is lower than the 50th percentile of the data; highly expressed and low-to-medium accessibility (HE-MA 4336 genes); and low-to-medium expression and high accessibility (ME-HA 2396 genes). Black dots indicate genes that do not fall into any category. (B) GO and KEGG analysis of HA-HE or ME-MA genes. P values are calculated using a modified Fisher's exact test as described in DAVID (Huang et al, 2009). (C) Odds ratio and Fisher's exact tests between differentially expressed (DEGs, $p < 0.05$) or non-differentially expressed (Total genes, $p > 0.05$) genes and genes showing high accessibility (HA), low-to-medium accessibility (MA), or unchanged accessibility (UA). (D) Odds ratio and Fisher's exact tests between changes in differential gene expression (DEGs, $p < 0.05$) and changes in chromatin accessibility (ATAC signal, $p < 0.05$). Color represents correlation (odds ratio) while numbers represent significance (Fisher's exact test).

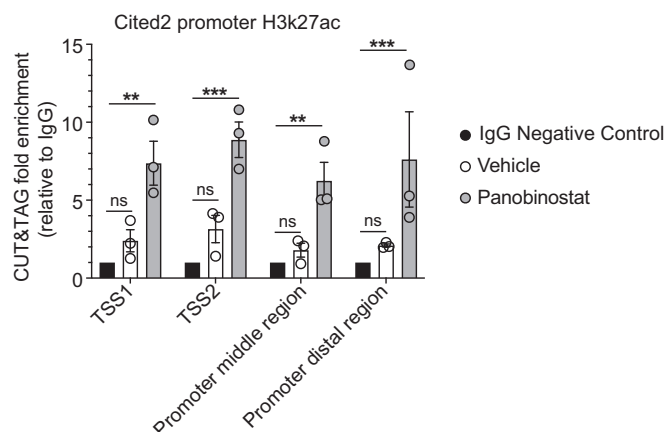

Figure EV5. Panobinostat increases H3k27ac occupancy at the *Cited2* promoter in adult DRG neurons.

CUT&Tag qPCR quantification of H3k27ac at two TSS sites (TSS1 and TSS2), the middle promoter region, and the distal promoter region. Data were expressed relative to the IgG-negative control. Two-way ANOVA with Dunnett's post hoc test (Group: $f(2,24) = 36$, $p = 5.010 \times 10^{-8}$; Region: $f(3,24) = 0.6$, $p = 0.5661$; Interaction score: $f(6,24) = 0.2$, $p = 0.9601$. Displayed is the Treatment p value. IgG vs Panobinostat—TSS1, $p = -0.0011$; TSS2, $p = 0.0001$; middle promoter region, $p = 0.0063$; distal promoter region, $p = 0.0008$; IgG vs vehicle, not significant for all regions. $n = 3$ independent biological replicates per group. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, and **** $p < 0.0001$. ns not significant. All error bars shown as standard deviation (SD).

How the deposited data were processed for this re-analysis (not part of the article)

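RNA was sequenced from neuron-enriched L4–L6 DRG preparations of 3 mice injected with AAV-GFP and 3 injected with AAV-Cited2-GFP, with 1 library per mouse. Groups were taken from the labels of the deposited columns. The authors prepared poly(A) libraries, sequenced them as 75-bp read pairs, checked them with FastQC 0.11.9, trimmed them with Trim Galore 0.6.6 and quantified them with Salmon 1.6.0 against GENCODE M25 (GRCm38). The signal values, normalized counts per gene, were made by the authors, who imported the estimated reads with Tximeta and normalized them by the DESeq2 median of ratios before deposit. The TPM values were made by the authors with Salmon, per transcript, and each deposited column sums to 1000000. TPM were summed per gene where a gene value is given.

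The normalized counts were taken as deposited, with no further scaling. Genes with a mean of at least 10 over the 6 libraries (15713 of 54347) were tested on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, with a trend of variance on mean and Benjamini-Hochberg adjustment. Tables were read with data.table 1.17.8 and figures drawn with matplotlib 3.10.9. Positions are from GENCODE on GRCm38, in which 15702 of the genes tested were found by identifier. Gene lists of at least 4 genes tested, 34 in all, were tested with camera at a preset correlation of 0.01. Other tests were camera with an estimated correlation and fry. The lists cover neuronal growth, regeneration, ion channels, synaptic release, classes and identity of sensory neurons, progenitors, Hox genes, proliferation, chromatin and acetyltransferases, hypoxia, cholesterol synthesis, stress, the other cell types of the ganglion, immune genes, mitochondrially encoded genes, Y-linked genes with Xist, and the lists of Dataset EV2. The lists of Dataset EV4 were selected on these libraries and were counted without such a test. Single genes were also compared with an exact two-sided permutation test, whose smallest p with 3 against 3 is 0.1.

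Named genes were those the paper names, genes past the threshold with no overlap between the groups (10 per direction at most), and the 3 members of each list with the smallest p (5 for the lists of Dataset EV4). The test was also tried on simulated data with 3 libraries per group. Depth was estimated from the step between the lowest values of each library, at 24.2 to 45.4 mil read pairs, and intervals on counts are not given because the values are not whole reads. Alternatives were a pseudocount of 0.5 or 8, no filter, a filter at 50, the TPM table with a pseudocount of 0.1, quantile normalization, upper-quartile scaling, no trend, robust variances, array weights, the replicate number as a block, and leaving out each library. A correction for transcript length and GC content was added after the data were seen. The ATAC-seq, embryonic and axotomy data sets that the paper also uses were not analysed here.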

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

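The test of transcript length and GC content, the requirement that a bound also hold without each library, and the choice of the 9 gene lists outside the genes the paper discusses were made after the results were seen. Each list below had a camera adjusted p under 0.05 with the preset correlation, and none had one with an estimated correlation or with fry.

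Genes of MHC class II had a median log2 fold change of 1.23 over 7 genes, all above 0, and markers of T and NK cells one of 1.247 over 13 genes, 11 above 0. Only 7 of 12 MHC class II genes and 13 of 30 T and NK genes were high enough to test. Ms4a4b (mean 0.848 with AAV-GFP, 38.9 with AAV-Cited2-GFP) and Il2rb (7.29 and 54.7) passed the filter only through their AAV-Cited2-GFP values. The T and NK median and count may therefore be raised by the filter. For MHC class II, the lowest median without one AAV-Cited2-GFP library was 0.815 (standard error 0.177 over 7 genes, without replicate 2). This argues against a single library as the whole of that rise. The T and NK call ended without that replicate (0.78, camera adjusted p = 0.123). A larger share of immune cells of every kind, left by the 15% BSA cushion, would also raise macrophage markers, whose median was 0.444. Because that median was −0.06 without AAV-Cited2-GFP replicate 2, such a share and a change confined to these genes cannot be told apart. An effect of the Cited2 vector stays open as untested, and H2-Aa, H2-Ab1, H2-Eb1, Il2rb and Ms4a4b of these lists are genes of Fig. 5D.

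Markers of non-peptidergic nociceptors had a median log2 fold change of −0.42, those of C-fibre low-threshold mechanoreceptors one of −0.41 and those of peptidergic nociceptors one of −0.18, or −0.09 without AAV-GFP replicate 2. Pooled over these lists, the median was −0.34 (standard error 0.0685), with 43 of 52 genes below 0. Fewer neurons among the cells would lower markers of sensory neuron identity alike, but their median lay 0.284 (standard error 0.0758 over genes) above the pooled one. After correction for transcript length and GC content the pooled median was −0.380 (standard error 0.0671 over genes). These values argue against either explanation as the whole of the fall in these genes. The spread was taken over genes, which are not independent, and not over mice, so how far this holds between mice is not known. The identity list was itself called lower under some alternatives, with a lowest median of −0.08. Fewer small-diameter against large-diameter neurons would raise A-fibre markers, whose median was 0.130, but 0.05 without AAV-GFP replicate 2, so this share and a change within the small neurons cannot be told apart. The Cited2 vector as the cause stays open as untested.

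Clustering on the 841 genes with an unadjusted p under 0.05 separated the groups, and clustering on all genes tested did not. Each of the 9 other splits of the 6 libraries into 3 and 3 was also separated by clustering on the genes with an unadjusted p under 0.05 for that split. The separation therefore follows from choosing genes for the difference and gives no evidence beyond it.

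Genes of cholesterol synthesis had a median log2 fold change of −0.16, with 24 of 24 below 0. Macrophage markers had one of 0.44, with a call that ended without AAV-GFP replicate 2, AAV-Cited2-GFP replicate 2 (−0.06) or AAV-Cited2-GFP replicate 3, and with a filter at a mean normalized count of 50 (adjusted p = 0.0883). Genes of MHC class I had one of 0.41, with a call that ended without AAV-Cited2-GFP replicate 1 (0.23) or replicate 2 (0.16). Genes of the interferon response had one of 0.27, with a call that ended without AAV-Cited2-GFP replicate 2 (0.12). Mitochondrially encoded genes had one of 0.37, with a call that ended without AAV-GFP replicate 3 (−0.05) or AAV-Cited2-GFP replicate 1 (−0.03), and with array weights (0.13, adjusted p = 0.586).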

How the results depend on the processing

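The correction for transcript length and GC content was chosen after the result was seen. Under the alternatives that kept all 6 libraries, Cited2 had a log2 fold change between 3.57 and 3.63, and between 3.49 and 3.78 with 1 library left out, and was called in each. Genes higher at an unadjusted p under 0.05 numbered 573 with no filter and 537 with limma array weights, and lower ones 739 with array weights. With 1 library left out the higher ones ranged from 278 to 427 and the lower ones from 267 (without AAV-GFP replicate 1) to 618 (without AAV-GFP replicate 3). Genes past an adjusted p of 0.1 ranged from 1 to 2 higher and from 0 to 4 lower when 1 library was left out, and were 1 and 0 under the others. Of the genes at an unadjusted p under 0.05, those among the 841 were 400 of 545, 466 of 821 and 553 of 1023 without AAV-GFP replicates 1, 2 and 3, and 507 of 908, 491 of 807 and 422 of 651 without AAV-Cited2-GFP replicates 1, 2 and 3. Gene lists higher ranged from 5 to 11 and lower from 4 to 8 with 1 library left out, and were 0 and 0 with an estimated correlation and 0 and 0 with fry. The calls of non-peptidergic, peptidergic and C-fibre mechanoreceptor markers, cholesterol synthesis and MHC class II held in all 18 alternatives that kept the same list test. They did not hold with an estimated correlation or with fry. Among the lists called, the medians that changed sign with 1 library left out were those of macrophage markers (−0.0610 without AAV-Cited2-GFP replicate 2, to 0.97), mitochondrially encoded genes (−0.0474 without AAV-GFP replicate 3, to 0.63), Schwann cell and myelin markers (0.03 without AAV-GFP replicate 1) and fibroblast markers (−0.02 without AAV-Cited2-GFP replicate 2). Medians of many lists that were not called also crossed 0, among them those of regeneration-associated genes (0.16 without AAV-GFP replicate 2), endothelial, mural and B cell markers. The erythrocyte list was called lower without AAV-GFP replicate 2 (−0.36) and higher without AAV-GFP replicate 1 (0.79). The median of the higher list of Dataset EV2 ranged from −0.10 to −0.00387, with the direction of its test turned without AAV-GFP replicate 2. The cause was not tested. With a filter at 50, fewer than 4 genes of the T and NK cell list and of the B cell list remained, and neither was tested.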

Differences from the paper's values

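None of the values here rests on a test chosen after the result was seen, apart from the correction for transcript length and GC content. At an FDR under 0.1, the paper's Dataset EV3 lists 19 genes higher and 58 lower, from DESeq2 on counts, and limma on the normalized counts called 1 higher and 0 lower (350 and 491 at an unadjusted p under 0.05). The counts differed from the paper's under every alternative set before the data were examined. Without AAV-GFP replicate 3, Th (adjusted p = 0.0412), Nbl1 (adjusted p = 0.0344), Acpp and Rasgrp1, which the paper lists, were also called. All 77 of the paper's genes had an unadjusted p under 0.05 here.

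For Ms4a4b the paper's log2 fold change in Dataset EV3 is 6.40 (the paper's standard error 1.38), and here it was 3.63, with the adjusted p at 0.915 (limma). The value here is on the log2(normalized count + 1) scale, and the log2 ratio of the group means, 38.9 over 0.848 normalized counts, was 5.52, within the paper's standard error of its value. The fold change differed under every alternative set before the data were examined that gave a value, except without AAV-Cited2-GFP replicate 3, where it was 5.15.

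For Cited2 the source data of Fig. 5F give the paper's values as 295 ± 35.6 with AAV-GFP and 3592 ± 709 with AAV-Cited2-GFP (SD), where the deposited normalized counts were 443 ± 54.2 and 5418 ± 1138 (SD, n = 3 each). The deposited values were 1.48 to 1.53 times the paper's in each library, so the fold over AAV-GFP was 12.2 in both. No alternative set before the data were examined changes the deposited values.

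The paper describes the level of Cited2 after overexpression as matching that at E12.5 (Fig. 5F). In the paper's own source values the AAV-Cited2-GFP mean is 3.15 times the E12.5 mean.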

Other observations

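The gene lists were fixed after Dataset EV3 and Dataset EV4, which hold the paper's results from these libraries, had been read, and the correction for transcript length and GC content was chosen after the result was seen. Genes of cholesterol synthesis fell as a group (median log2 fold change −0.16 over 24 genes, camera, adjusted p = 4.3e-14, but adjusted p = 0.41 with an estimated correlation), and 12 passed when adjusted over the list alone. Fdps went from 7916 ± 275 to 6332 ± 464 normalized counts (SD, n = 3 each), and Mvd and Fdft1, 2 further enzymes of the pathway, had log2 fold changes of −0.27 and −0.25. Markers of Schwann cells and myelin fell (median −0.14 over 17 genes, adjusted p = 0.044, but adjusted p = 0.79 with an estimated correlation), and fibroblast markers rose (median 0.14 over 13 genes, adjusted p = 0.044, but adjusted p = 0.79 with an estimated correlation), with Col1a1 at 0.42. The Schwann call ended with the TPM table and without AAV-GFP replicate 1 or 3 or AAV-Cited2-GFP replicate 1 or 3, and the fibroblast call with the TPM table and without AAV-GFP replicate 2 or 3 or AAV-Cited2-GFP replicate 2 or 3.

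Apart from the higher list of Dataset EV2, the lists that follow did not pass the test at the main settings. Acetyltransferases and CITED2 partners had a median of 0.01 over 17 genes (camera, adjusted p = 0.93). For HIF targets the median was −0.01 and the mean 0.14 over 24 genes (adjusted p = 0.90), with Hif3a, a HIF subunit, at 2.46. The integrated stress response had a median of −0.003 (adjusted p = 0.82), with Ddit4 at 0.34, Atf4 at −0.22 and Atf5 at −0.30. Immediate early and dissociation genes had a median of 0.04 (adjusted p = 0.43), and were called higher without AAV-Cited2-GFP replicate 3 (0.11). Satellite glia had a median of −0.01 and a mean of 0.03 (adjusted p = 0.90), endothelial markers a median of 0.22 (adjusted p = 0.082), and mural cells a median of 0.22 with the test downward (adjusted p = 0.90) and Rgs5 at −0.71. Endothelial markers were called higher without AAV-GFP replicate 1 (0.77, adjusted p = 5.0e-07), AAV-Cited2-GFP replicate 1 (0.32) or AAV-Cited2-GFP replicate 3 (0.47), and with the length and GC correction (0.22, adjusted p = 0.0403). Satellite glia markers were called lower without AAV-GFP replicate 2 (−0.10). B cell markers had a median of 0.18 over 5 genes (adjusted p = 0.28), erythrocyte markers one of 0.20 over 5 (adjusted p = 0.67), and Y-linked genes with Xist one of 0.02 over 4 (adjusted p = 0.88). B cell markers were called higher without AAV-Cited2-GFP replicate 3 (0.51), and erythrocyte markers higher without AAV-GFP replicate 1 (0.79) and lower without AAV-GFP replicate 2 (−0.36). Dataset EV2 names genes the paper found shared between E12.5 v E17.5 and SNA v sham, and was not selected on these libraries. Of the lists of Dataset EV2, the higher one fell (median −0.06 over 190 genes, adjusted p = 0.0031, but adjusted p = 0.79 with an estimated correlation) and the lower one had a median of 0.06 over 205 (adjusted p = 0.11). In the higher list 125 genes were below 0 and 65 above, and in the lower list 135 were above and 70 below. Neither moved as a group in its listed direction. The call of the higher list ended with array weights and without AAV-GFP replicate 2 (−0.004) or AAV-Cited2-GFP replicate 1 (−0.007). The lower list was called higher with the replicate number as a block (adjusted p = 0.0343), with array weights (adjusted p = 0.0125), and without AAV-GFP replicate 3 (adjusted p = 0.00496) or AAV-Cited2-GFP replicate 2 (adjusted p = 0.000478).

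The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. With both directions together, 841 genes had an unadjusted p under 0.05 (highest other split 1197, 5 of 10 splits as large), 1 passed an adjusted p of 0.1 (highest other 10, 8 splits as large) and 15 lists were called (highest other 16, 4 splits as large). In the other splits which 3 libraries serve as the control is arbitrary, so the counts by direction, given next, change if they are exchanged and decide nothing. For genes higher at an unadjusted p under 0.05, 6 of 10 splits gave as many as the real one (350, highest other 615), and for genes lower, 5 did (491, highest other 644). For genes past an adjusted p of 0.1, 6 splits gave as many higher (1, highest other 9) and 10 as many lower (0, highest other 1). For gene lists, 1 split gave as many higher (9, highest other 8) and 6 as many lower (6, highest other 12). In Dataset EV3 the paper's 908 genes are 4.68% of 19382 genes, where 5% is given by chance. The same test of the paper lists 77 genes at an FDR under 0.1, so this share alone does not show that no gene differed. In simulated data with 3 libraries per group, the test recovered 40 of 67 genes changed 1.5-fold and 54 of 67 changed 2-fold. It recovered 66 of 66 changed 4-fold at an adjusted p under 0.1, and called 22 of 15489 unchanged genes. A list of 24 genes was also lowered there. The adjustment depends on how many genes have a small p, so these shares do not carry over to the real libraries. In those, Th was at 0.499 times its AAV-GFP mean, with an unadjusted p of 4.9e-05 and an adjusted p of 0.314 (limma).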
